# A plant-specific clade of serine/arginine-rich proteins regulates RNA splicing homeostasis and thermotolerance in tomato

**DOI:** 10.1093/nar/gkae730

**Published:** 2024-08-24

**Authors:** Remus R E Rosenkranz, Stavros Vraggalas, Mario Keller, Srimeenakshi Sankaranarayanan, François McNicoll, Karin Löchli, Daniela Bublak, Moussa Benhamed, Martin Crespi, Thomas Berberich, Christos Bazakos, Michael Feldbrügge, Enrico Schleiff, Michaela Müller-McNicoll, Kathi Zarnack, Sotirios Fragkostefanakis

## Abstract

Global warming poses a threat for crops, therefore, the identification of thermotolerance mechanisms is a priority. In plants, the core factors that regulate transcription under heat stress (HS) are well described and include several HS transcription factors (HSFs). Despite the relevance of alternative splicing in HS response and thermotolerance, the core regulators of HS-sensitive alternative splicing have not been identified. In tomato, alternative splicing of *HSFA2* is important for acclimation to HS. Here, we show that several members of the serine/arginine-rich family of splicing factors (SRSFs) suppress *HSFA2* intron splicing. Individual-nucleotide resolution UV cross-linking and immunoprecipitation (iCLIP) combined with RNA-Seq revealed that RS2Z35 and RS2Z36, which make up a plant-specific clade of SR proteins, not only regulate *HSFA2* but approximately 50% of RNAs that undergo HS-sensitive alternative splicing, with preferential binding to purine-rich RNA motifs. Single and double CRISPR *rs2z* mutant lines show a dysregulation of splicing and exhibit lower basal and acquired thermotolerance compared to wild type plants. Our results suggest that RS2Z35 and RS2Z36 have a central role in mitigation of the negative effects of HS on RNA splicing homeostasis, and their emergence might have contributed to the increased capacity of plants to acclimate to high temperatures.

## Introduction

High temperatures can cause heat stress (HS) and thereby have negative effects on plant growth and development. Survival and recovery from HS are dependent on the synthesis of proteins, like heat shock proteins (HSPs) and reactive oxygen species (ROS) scavengers that protect cellular structures and other proteins from irreversible damages (1). The induction of many HSPs but also other HS-responsive genes is controlled by HS transcription factors (HSFs) (2,3). In plants, members of the HSFA1 subfamily are essential for the initiation of the HS response and have, therefore, been characterized as master regulators of thermotolerance (4,5). The activity of HSFA1 proteins is reinforced by interaction with other HSFs, such as HSFA2 and HSFA7 (6–8). These hetero-oligomeric complexes provide the strong transactivation activity required for the upregulation of many genes which are important for acclimation and survival of plants under severe HS conditions (7,9–11).

While many studies have focused on transcription as a pivotal step for the regulation of gene expression under HS, pre-mRNA splicing, a crucial step for the synthesis of mRNAs from intron-containing eukaryotic genes, has attracted less attention. Splicing is a temperature-sensitive process and consequently hundreds of genes are alternatively spliced under HS (12,13). Alternative splicing affects both constitutively and stress-responsive genes and results in the generation of either aberrant mRNAs or mRNA variants that are translated into alternative protein isoforms. A global inhibition of pre-mRNA splicing is associated with mRNA degradation by the nonsense-mediated mRNA decay (NMD) mechanism, although some intron-containing mRNAs are resistant to NMD, and can be post-transcriptionally spliced before their release to the cytoplasm (14). It is assumed, that these mechanisms contribute to stress adaptation and cellular survival by protecting the cell from the accumulation of deleterious protein species and by reducing protein synthesis under proteotoxic conditions (15). In addition, alternative splicing contributes to the generation of splice variants that code for protein isoforms with distinct properties and functions. Characteristic examples are *HSFA2* and *HSFA7* in tomato (7,16). Splicing of the second intron of these genes results in protein isoforms that are rapidly degraded, while full or partial intron retention yields mRNAs that are translated to stable protein isoforms that are maintained for a long period in thermotolerant cells. Therefore, in the case of tomato but also other Solanaceae species, alternative splicing of the *HSFA2* and *HSFA7* mRNAs is important for acquired thermotolerance (ATT) (7,16).

In contrast to the well-established knowledge on the core transcription factors regulating the HS response, the main regulators of HS-sensitive alternative splicing are yet to be found. Some studies have shown that specific splicing factors such as splicing factor 1/branchpoint binding protein (SF1/BBP), LSM5 and STABILIZED1 (STA1) are involved in the splicing of Arabidopsis HSFs and therefore contribute to thermotolerance (17–19). Serine/Arginine-rich splicing factors (SRSFs) are involved in both constitutive and alternative splicing (20–23) and members of this family are involved in abiotic stress tolerance (24), but their relevance in HS-mediated alternative splicing has not been explored so far.

Here, we find that a 1-hour exposure of tomato leaves to 40°C triggers a strong HS response and alters the splicing profile of a high number of genes that are either differentially or constitutively expressed. We sought to identify the core regulators of HS-sensitive alternative splicing by using a, effector-reporter approach which included SR proteins as splicing effectors and *HSFA2* as a potential target (reporter for alternatively spliced genes). Two proteins that belong to the plant-specific RS2Z subfamily bind to *HSFA2* mRNA and promote intron retention. Phenotypic and transcriptome analysis of single and double *rs2z* CRIPSR mutants and individual-nucleotide resolution UV cross-linking and immunoprecipitation (iCLIP) of tomato leaves showed that RS2Z35 and RS2Z36 are core regulators of RNA splicing and thermotolerance, both in a *HSFA2*-dependent and independent manner.

## Materials and methods

### Plant material and stress treatments

All experiments were conducted using *Solanum lycopersicum* cv. Moneymaker as wild type or mutant background. Mutant HSFA2 (*hsfa2-1*) and transgenic HSFA1a lines (HSFA1a co-suppression, A1CS) have been described previously (4,16). Plants were grown in the greenhouse in soil supplemented with perlite, with a diurnal cycle of 25°C/16 h with 120 μE illumination and 22°C/8 h. Plants for protoplast isolation were grown in climate chambers with a diurnal cycle of 25°C/16 h with 120 μE illumination and 22°C/8 h on half-strength gelrite-solidified Murashige and Skoog (MS) medium (25). Tomato mesophyll protoplast isolation and PEG-mediated transformation were described previously (4). In brief, 300 000 protoplasts were transformed with a total of 60 μg plasmid DNA (30 μg HA-SR, 9 μg HSFA2-minigene, adjusted to 60 μg with mock plasmid). 4.5 h after transformation, HS treatments were performed in water baths at the indicated temperatures. Excised leaves were placed on wet tissue paper in sealed petri dishes and subjected to heat stress in water baths. Several leaves were pooled for further RNA and/or protein extraction.

### Seedling thermotolerance assay

Thermotolerance of mutant plants was assessed by hypocotyl elongation under different temperature conditions as previously described (9). In brief, seeds of the indicated genotypes were surface sterilized, germinated under dark conditions and subsequently grown on plates containing half-strength Phyto agar-solidified MS medium (25) under 25°C/16 h and 22°C/8 h diurnal cycle until approximately 1 cm hypocotyl length. Seedlings were exposed to the indicated temperature regimes and durations. The seedlings were imaged 2 days after the stress treatment, followed by determination of hypocotyl lengths using ImageJ (26). The experiment was repeated at least three independent times, yielding several independent biological replicates, each one consisting of 5–10 seedlings per treatment. Statistical analysis was performed using one-way ANOVA with Holm–Sidak test for multiple comparisons for *P* < 0.05 using SPSS statistics software (IBM).

### Generation of expression constructs

HA-tagged SR protein constructs have been described previously (27). The CaMV35S promoter in pRT-PCaMV35S::GFP-HSFA2 minigene (16) has been replaced by the HSP21.5 promoter (28) via Gibson assembly (29). The generation of RS2Z domain deletion mutants was done by PCR using phosphorylated oligonucleotides and the pRT-HA-RS2Z expression plasmids as template (30). The HA-tag was replaced with GFP via NcoI/Acc65I sites to generate GFP− RS2Z expression plasmids. Oligonucleotides used for cloning are listed in Supplementary Table S1.

### Generation of transgenic and mutant plants

For the CRISPR/Cas9-mediated mutation of *RS2Z* genes, two sgRNAs targeting each gene were selected (rs2z35-gRNA1: GGTGGCACACGCCTATATGT, rs2z35-gRNA2: GTGGAAGACGGTAGCCCAAC, rs2z36-gRNA1: GACGGACCCGTTCACGTGATC, rs2z36-gRNA2: GTGATGGACGCCGCATAATTG) using CRISPR-PLANT (31), and assembly was done using the Golden Gate cloning method (32). The plasmids used included the pICSL01009:AtU6p (Addgene under #46968), and those from the MoClo Toolkit (Addgene #1000000044) as outlined by Engler *et al.* (33). The final plasmid, pICSL002208, generously provided by Dr. Nicola Patron from the Earlham Institute in the UK, comprised two sgRNAs each regulated by the *Arabidopsis thaliana* U6 snRNA promoter, the *Streptococcus pyogenes* Cas9 gene driven by the CaMV35S promoter, and the kanamycin resistance gene NPTII under the *NOS* promoter for selection. This vector was introduced into the *Agrobacterium tumefaciens* strain GV3101, which was then used to transform cotyledons of *Solanum lycopersicum* cv. Moneymaker, following the method detailed by McCormick et al. (34). Genotyping involved sequencing of the targeted CRISPR/Cas9 editing region. Oligonucleotides used for genotyping are listed in Supplementary Table S1. Experiments were conducted using T3 generation homozygous mutants.

Double *rs2z35 36* mutants were created by crossing homozygous, T-DNA-free single mutants. GFP, GFP-RS2Z35 and GFP-RS2Z36 coding sequences were cloned initially in a pRT vector under the CaMV35S promoter. Following, the whole cassette with the 3′UTR was amplified by PCR (pRT-f: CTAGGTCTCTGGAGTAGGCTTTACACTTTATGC, pRT-r: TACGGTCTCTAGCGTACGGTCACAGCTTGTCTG) to add BsaI sites compatible for Golden Gate cloning into the binary vector pICH86966 carrying the NPTII expression cassette for kanamycin-based selection. Agrobacterium-mediated transformation was done as described for CRISPR. Oligonucleotides used for cloning and genotyping are listed in Supplementary Table S1.

### Immunoblot analysis

For total protein extraction, pelleted protoplasts and homogenized leaves were lysed in high salt lysis buffer (20 mM Tris–HCl, pH 7.8; 0.5 M NaCl; 25 mM KCl; 5 mM MgCl_2_; 30 mM EDTA; 0.5% NP40 substitute; 0.2% sarcosyl; 5% sucrose; 5% glycerol; 0.1% ß-mercaptoethanol; supplemented with cOmplete™ Protease Inhibitor Cocktail, EDTA-free (Merck)), cleared by centrifugation and mixed with 4× Laemmli buffer. Protein concentrations were determined via Bradford assay (Bio-Rad). Equal amounts of proteins were separated by sodium dodecylsulfate (SDS)–polyacrylamide gel electrophoresis (PAGE) and transferred onto 0, 45 μm nitrocellulose membranes (GE Healthcare) which were then probed with the following primary and secondary antibodies with the indicated dilutions: αHemagglutinin (HA, 1:2000, BioLegend), αGFP (1:5000, Roche), αHSC70 (Spa-820, 1:10 000, StressGen Biotechnologies), αMouse IgG, HRP-conjugated (1:10 000, Sigma-Aldrich), αRabbit IgG, HRP-conjugated (1:10 000, Sigma-Aldrich). HRP signals were obtained using the ECL Kit (Perkin-Elmer Life Sciences) followed by imaging using the ECL ChemoStar 6 instrument (Intas Science Imaging).

### Microscopy analysis

Cells from the adaxial side of leaves from GFP or GFP-RS2Z transgenic plants or protoplasts transformed with GFP-containing constructs were imaged using a confocal laser-scanning microscope (Zeiss CLSM 780, Plan Apochromat 20–64× objectives). 100, 000 Protoplasts were transformed with 10 μg GFP-RS2Z plasmid and 10 μg of pRT-2xCaMV35S::ENP1-mCherry (or as control 4 μg pRT-CaMV35S::GFP, 10 μg pRT-2xCaMV35S::ENP1-mCherry, 6 μg mock plasmid). Protoplasts were incubated overnight at 25°C. The excitation and emission spectra of GFP were set as 488 nm and 490–548 nm, for mCherry 561 nm and 570–656 nm, and chlorophyll B 633 nm and 665–738 nm, respectively. Images were acquired using Zen software (Zeiss).

### GFP nanobody purification

The GFP nanobody used for RIP was obtained through bacterial expression following transformation of *Escherichia coli* BL21 Star (DE3) pRARE (Thermo Fisher Scientific) with Addgene plasmid #49172, encoding for IPTG-inducible expression of a His-tagged GFP nanobody. In brief, nanobodies were expressed in 2 l bacterial culture for 16 h at 37°C post IPTG-induction and supplemented with 1 mM PMSF before harvest. Cell pellets were resolubilised in lysis buffer (50 mM HEPES, pH 7.6; 0.5 M NaCl; 0.1× protease inhibitor cocktail (Roche); 5% glycerol, 2 mM ß-mercaptoethanol), treated with DNaseI and lysed with a French Press cell disruptor (Thermo Fisher Scientific). Nanobodies were purified from the cleared lysate via gravity flow column purification using Ni-NTA agarose (Qiagen) and eluted with imidazole. Purified nanobodies were further subjected to a buffer exchange and were passed through a centrifugal filter (Amicon^®^Ultra-15, Millipore) with a 50 kDa cutoff, allowing nanobodies to pass through while retaining larger *E. coli* protein contaminants.

### RNA isolation, cDNA synthesis and qRT-PCR

Total RNA from protoplasts and homogenized leaves was isolated using TRIzol (Invitrogen) following the manufacturer's instructions. Up to 1 μg total RNA was treated with DNaseI (Roche) and further used for first-strand cDNA synthesis using the RevertAid Reverse Transcriptase (Thermo Fisher Scientific) and oligo(dT) primers. Reverse transcriptase PCRs (RT-PCR) to visualize splicing patterns were conducted using Pfu polymerase, 10 ng cDNA and up to 28 PCR cycles to avoid saturation. PCR products were subsequently analyzed via agarose gel electrophoresis and the ratio of splice variants was assessed using ImageLab (Bio-Rad) or Fiji/ImageJ. Quantitative real-time PCR (qRT-PCR) was performed in at least technical duplicates and a minimum of three biological replicates using the PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) on a StepOne Plus Real-Time PCR system (Thermo Fisher Scientific). Relative transcript levels were determined using the 2^−ΔΔCt^ method (35) by normalization against *EF1α* as internal control as well as against the respective biological control. Oligonucleotides used to amplify transcripts of interest via RT-PCR and qRT-PCR are listed in Supplementary Table S1.

### RNA immunoprecipitation (RIP)

The RIP procedure was done similarly to Köster *et al.* (36) and performed in 4 independent biological replicates. Young leaves from 8-week-old transgenic plants were subjected to 1 h 40°C in sealed petri dishes in a water bath. Following HS, leaves were subjected to formaldehyde (0.5% in PBS) crosslinking for 20 min. Per sample, 1 g crosslinked plant material was homogenized and subsequently lysed by addition of 2 volumes RIP lysis buffer (50 mM Tris–HCl pH 7.6, 4 mM MgCl_2_, 500 mM NaCl, 1% NP40 substitute, 1% sodium deoxycholate, 10% glycerol, 0.1% SDS, 1 mM NaF, 5 mM DTT, 1 mM PMSF) supplemented with Protease inhibitor cocktail (Roche) and 100 U/ml Ribolock (Thermo Fisher Scientific), and brief incubation at 40°C and 1400 rpm, followed by 5 min incubation on ice with frequent vortexing. Following clearing via centrifugation and filtration, the lysates were diluted by addition of 2 volumes lysis buffer without salt and detergents. An aliquot of the lysate was taken as input sample. For immunoprecipitation (IP), purified His-tagged GFP-nanobody was bound to PureCube Ni-NTA Magbeads (Cube biotech) in the presence of 500 ug/ml Heparin. IP was carried out for 1 h at 4°C with end-over-end rotation. Afterwards, the beads were washed six times with wash buffer (lysis buffer supplemented with Protease inhibitor cocktail (Roche) and 50 U/ml Ribolock (Thermo Fisher Scientific)) and a final time with last wash buffer (50 mM Tris–HCl pH 7.6, 4 mM MgCl_2_, 150 mM NaCl, 1 mM NaF, 5 mM DTT, Protease inhibitor cocktail (Roche) and 50 U/ml Ribolock (Thermo Fisher Scientific)). Finally, proteins were eluted using imidazole-containing elution buffer (25 mM Tris–HCl pH 7.6, 150 mM NaCl, 5 mM EDTA, 400 mM Imidazole, Protease inhibitor cocktail (Roche), 100 U/ml Ribolock (Thermo Fisher Scientific)). RNA from input and elution samples were extracted using TRIZol (Invitrogen) following the manufacturer's instructions. Reverse crosslinking was achieved by incubation at 65°C for 7 min at 1400 rpm upon addition of the TRIZol reagent. cDNA synthesis and qRT-PCR were carried out as described earlier. Relative enrichment was calculated using the 2^−ΔΔCt^ method (35) by normalizing the elution of each genotype to its corresponding input and subsequent normalization of RS2Z samples to GFP. Undetermined ΔCt values were set to 40 to allow calculation of fold enrichment (observed in the case of *EF1α* transcripts but not *HSFA2*).

### Transcriptome analysis by RNA-Seq

RNA-Seq was performed in 3 biological replicates. Excised leaves from six 6-week-old wild type and mutant plants were exposed to 1 h 40°C (control: 1 h 25°C) and total RNA was extracted using TriZol (Invitrogen) followed by DirectZol (Zymo Research) column purification including DNaseI digestion. RNA integrity was evaluated using the Qubit IQ Assay kit (Thermo Fisher Scientific) and RNAs with IQ scores >8.3 were used for library construction with the NEBNext Ultra II non-directional RNA Library Kit with polyA selection, and subsequent paired-end RNA-sequencing with 150 nt each direction on an Illumina NovaSeq 6000 machine. Library construction and sequencing were performed by Admera Health, LLC (New Jersey, USA). Quality control was performed using FastQC. Reads were mapped against the tomato reference genome (*S. lycopersicum* cv. Heinz 1706 genome build SL4.0) with the corresponding ITAG4.0 annotation (37) using Star (Galaxy version 2.7.8a) (38) with soft clipping and 5% mismatched bases allowed. For DEG analysis, gene expression was quantified as absolute read count for each coding gene using htseq count (Galaxy version 0.9.1) (39). Downstream analyses were performed in R (version 4.1.1; (40)). Batch effects in the heat stress samples were identified by principal component analysis (PCA) and removed using ComBat-Seq (version 3.42.0) (41,42). 

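In the deposited counts, this adjustment is included for the HS libraries and no such step is stated for the control libraries. The median SD of log2 CPM (read counts scaled to library size) between replicates of a genotype was 0.17 over 20239 genes in the 12 control libraries and 0.18 over 19333 genes in the 12 HS libraries. The common dispersion estimated by edgeR was 0.0182 in control and 0.0164 in HS, which corresponds to a biological coefficient of variation of 0.135 and 0.128. The first principal component of log2 CPM held 23.4% of the variance in control and 22.0% in HS, and the second held 19.7% and 18.4%. On log2 CPM, the mean square of the replicate number over the residual mean square had a median of 0.843 over 18801 genes in control and 0.00111 over 17738 genes in HS, so the HS counts hold almost no difference between replicate numbers. The HS counts before adjustment were not analysed here, so the size of the removed batch effect is not known. These values describe the spread and were not compared with a test.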

Prior to differential expression analysis, low abundance transcripts (read sum across all samples <10) were removed. Differential expression analysis was performed using DESeq2 (version 1.32.0) (43). log2FC shrinkage was performed using the apeglm package (version 1.14.0) (44) to avoid overestimation of fold changes in low expressed genes or those with high dispersion. Transcripts were assigned as significantly differentially expressed when their expression levels relative to the control were |log_2_FC| > 1 with an FDR-adjusted *P*-value of <0.01. RNA-Seq datasets are deposited at the NCBI Gene Expression Omnibus (GEO, www.ncbi.nlm.nih.gov/geo/) under the accession number GSE261816 (superseries GSE262552).

### Alternative splicing analysis

The alternative splicing analysis was performed using the MAJIQ and VOILA packages (both version 2.3) (45). First, *majiq build* was used to generate a splice graph for each gene and to detect so-called local splicing variations (LSVs) in the splice graphs by taking the BAM files described earlier and the ITAG4.0 corresponding GFF3 file as input. In the second step, changes in the splice junction usage and retention levels of introns (ΔPSI) were quantified between control and HS conditions for the WT and RS2Z single and double mutant datasets using *majiq deltapsi*. In the last step, binary splicing events (e.g. cassette exon or intron retention events) were reconstructed from the previously identified LSVs with *voila modulize*, which also computed the probability that the estimated |ΔPSI| of a LSV exceeds the selected cutoff of 2% (–changing-between-group-dpsi 0.02). Overall, 14 distinct binary events are reported, that have either been reconstructed from a single (e.g. intron retention events) or two LSVs (e.g. cassette exon events), whereby for each LSV two junctions are reported by *voila modulize*. Alternative splicing events were considered significantly regulated between two conditions if: (i) both junctions of at least one LSV have |*P*_(|ΔPSI| ≥ 0.02)_ ≥ 0.9 and |ΔPSI| ≥ 0.05, (ii) all involved junctions have |ΔPSI| ≥ 0.025, (iii) junction pairs of the same LSV have inverse regulation and (iv) the lower |ΔPSI| in a junction pair must be at least 50% of the higher |ΔPSI|. The heat map with the ΔPSI values was prepared using the SRplot platform (46).

### Individual-nucleotide resolution cross-linking and immunoprecipitation (iCLIP)

iCLIP2 (individual-nucleotide resolution UV cross-linking and immunoprecipitation) was performed in three biological replicates following the procedure described by Buchbender *et al.* (47) with modifications to meet the adaptions made for plants described by Meyer at al. (48). Young leaves from 8-week-old transgenic plants were subjected to 1 h 40°C, subsequently irradiated with 750 mJ/cm^2^ UV light at 254 nm (CL-1000, UVP) on ice and immediately snap-frozen in liquid nitrogen. Lysates from 1.2 g plant material each were prepared as described for RIP but using CLIP lysis buffer (50 mM Tris–HCl pH 7.5, 4 mM MgCl_2_, 500 mM NaCl, 0.25% NP40 substitute, 0.25% sodium deoxycholate, 1% SDS, 5 mM DTT, protease inhibitor cocktail (Roche), 1 mM PMSF, 10 mM Ribonucleoside Vanadyl Complex (NEB) and 100 U/ml Ribolock (Thermo Fisher Scientific)). Lysates were cleared and subsequently diluted with 2 volumes CLIP lysis buffer without NaCl, followed by incubation with GFP-Trap magnetic agarose beads (ChromoTek) for 1.5 h at 4°C with end-over-end rotation. The beads were washed four times using plant IP wash buffer (50 mM Tris–HCl pH 7.5, 4 mM MgCl_2_, 500 mM NaCl, 0.5% NP40 substitute, 0.2% sodium deoxycholate, 1% SDS, 2 M urea, 2 mM DTT, protease inhibitor cocktail (Roche)) and once using PNK Wash buffer (47,48). The beads were then subjected to a DNase treatment using 2 μl Turbo DNase (Invitrogen), as well as an RNase treatment using 5 μl Ambion RNaseI (Invitrogen) in 1:6000 dilution (0.083 U/sample) for 10 min at 37°C, followed by two washes with high salt wash buffer and three washes with PNK wash buffer (47). Further steps including library preparation were carried out according to Buchbender et al. (47). In brief, the RNA was 3′end dephosphorylated and an L3 linker was ligated. Next, the RNA-protein complexes were separated via denaturing gel electrophoresis and subsequently transferred onto a 0, 45 μm nitrocellulose membrane. In a pilot run, the 5′ ends were radio-labelled prior to gel electrophoresis to assess the desired region to be excised. The region 20–60 kDa above the expected size of the respective fusion protein was excised from the membrane and the RNA was liberated by proteinase K treatment, followed by RNA isolation and cDNA synthesis using SuperScript™ III Reverse Transcriptase (Invitrogen). The cDNA was subjected to NaOH treatment and clean-up, followed by second adapter ligation. Next, the cDNA was pre-amplified with 6 cycles using Phusion HF Mastermix (New England Biolabs) and size-selected using the ProNex Size-Selective Purification System (Promega). cDNA libraries were then PCR-amplified with 13 cycles and the final library quality was assessed using a TapeStation System (Agilent Technologies), followed by a second size selection. Purified iCLIP2 libraries were sequenced on a NextSeq500 machine (Illumina) using a NextSeq^®^ 500/550 High Output Kit v2 as 75-nt single-end reads yielding between 4.6 (minus UV controls) and 34.3 million reads. iCLIP2 datasets were deposited at the NCBI Gene Expression Omnibus (GEO, www.ncbi.nlm.nih.gov/geo/) under the accession number GSE260668 (superseries GSE262552).

### iCLIP data analysis

iCLIP2 sequencing data were processed as described in Busch *et al.* (49) with minor changes. In brief, reads with a sequencing quality below 10 in the barcode regions were removed, followed by adapter trimming with an accepted error rate of 0.1 on the right end and a minimal required overlap of 1 bp between reads and adapter. Trimmed reads with a minimal length of 15 bp were kept and subsequently mapped against the tomato reference genome (*S. lycopersicum* cv. Heinz 1706 genome build SL4.0) with the corresponding ITAG4.0 annotation (37) using Star (version 2.7.3a) (38) without soft clipping on the 5′ ends of the reads and with 4% mismatched bases allowed. Uniquely mapped reads were de-duplicated using UMI-Tools (version 1.1.2) (50). The processed reads from all replicates per genotype were merged into a single file and subjected to peak calling using PureCLIP (Galaxy version 1.0.4) (51) with default paraments. Downstream analyses were performed in R (version 4.1.1) (40). Binding site identification based on crosslink sites was carried out using BindingSiteFinder (version 1.7.9) (47). Prior to binding site definition, the crosslink sites were filtered to remove those with the lowest 5% PureCLIP scores. Subsequently, a gene-wise filter was applied to discard sites with the lowest 10% PureCLIP score on each gene, ensuring a fair filtering approach for genes irrespective of gene expression levels.

The remaining sites were merged into 7 nt wide binding sites, excluding those with a width of less than 3 nt and those with fewer than two cross-link events. Maximum PureCLIP scores were re-assigned to binding sites to obtain the respective PureCLIP score for each binding site. All binding sites were controlled for reproducibility, requiring support from all three replicates. A replicate was considered to support a binding site if it harbors more cross-links than the replicate-specific threshold, defined by the 10% quantile of the cross-links distribution and necessitating a minimum two crosslinks in all binding sites. Binding sites were overlapped with gene and transcript annotations from ITAG 4.0. Binding sites within protein-coding genes were assigned to the following transcript regions: intron, coding sequence, 3′- or 5′-UTR. Binding sites that overlapped with multiple transcript regions were resolved by selecting transcript region most frequently observed. Any sites overlapping with multiple genes were removed from the analysis.

For genes without UTR annotations, 5′ and 3′UTR regions were included by extending the genes by 200 nt upstream of the start codons and 300 nt downstream of the stop codons, respectively. The extension length for regions was decided based on the average length of 5′ and 3′UTRs in the tomato reference genome.

### Motif analysis

The sequence content around binding sites was analyzed by counting the frequency of pentamers (5-mers) using Biotrings::oligonucleotideFrequency (version 2.70.1) (52) within the 7 nt binding site and the flanking 22 nt regions both upstream and downstream of the binding sites. Selection of the top and bottom 25% binding sites was carried out by filtering for those with PureCLIP score above the 75th percentile and below the 25th percentile cutoff, respectively.

The *de novo* motif discovery and enrichment analysis were performed using the XSTREME tool from the MEME suite (53). To identify potential RBP binding motifs, the binding sites were extended by 25 nt from the binding site center, resulting in a 51 nt window. Sequences within this window were extracted using Biostrings (R package; version 2.70.1) and used as an input for the analysis. Shuffled input sequences served as a control. The XSTREME analysis was carried out with default parameters.

To analyze motif occurrences, the binding sites were extended by 7 nt on either side from the center. The numbers of GGAG motif and the control motifs (CUCC, AAAA and UUUU) within the binding site window (15 nt) were compared with the respective PureCLIP scores. For relative motif position calculation, a 51 nt window centered on the 5′ and 3′ ends of introns was selected. Subsequently, the genomic coordinates of the GGAG and CUCC motifs within the selected window were extracted. The relative positions of the motifs within the regions were then calculated by measuring the distance between the motif start and the 5′ and 3′ ends of the introns.

### Protein sequence alignment

Pairwise sequence alignments of RS2Z35 and RS2Z36 were performed using EMBOSS Needle with default settings (matrix: EBLOSUM62, Gap_penalty: 10.0, Extend_penalty: 0.5), employing the Needleman-Wunsch alignment algorithm (54).

### Gene ontology enrichment analysis

Gene ontology was analyzed using PANTHER v14 using the ITAG 4.0 annotation (55). The *P*-value for each category was calculated based on Fischer's exact test and Bonferroni correction for multiple testing.

## Results

### Heat stress affects alternative pre-mRNA splicing in tomato leaves

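RNA from excised leaves of WT plants was sequenced from 3 control libraries, kept at 25°C for 1 h, and 3 HS libraries, kept at 40°C for 1 h. The authors prepared non-directional libraries from polyadenylated RNA, mapped the paired-end reads to the Heinz 1706 tomato genome with STAR and counted reads per coding gene with htseq-count. The values used here are these read counts for 34075 genes. Control counts are as counted, whereas HS counts had been adjusted with ComBat-Seq, so a comparison of HS with control sets adjusted against unadjusted counts. The total count per library ranged from 19337274 to 21609179 in WT control, with a median of 20606041, and from 17674690 to 19728382 in WT HS, with a median of 19581882. The 10 genes with the most counts in a library took 4.81% ± 0.175 (SD, n = 3) of all counts in control and 14.5% ± 0.515 (SD, n = 3) in HS. TMM scaling was used here, since such a shift leaves a smaller part of the counts to all other genes. Genes with a read sum of at least 10 over the 6 WT libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A DEG is a gene with an absolute log2FC above 1 and an adjusted p-value below 0.01, the thresholds that the paper applies to shrunken log2FC values from DESeq2. CPM values are scaled by TMM over all 24 libraries of the study. The libraries carry no strand information, so reads of overlapping genes on opposite strands cannot be separated. No pair of replicate libraries had counts within sampling noise of each other.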

To elucidate the effect of HS on alternative splicing in tomato, an RNA-seq analysis on leaves exposed to 40°C or 25°C for 1 h was performed. This treatment triggers a strong HS response evidenced by the induction of key thermotolerance marker genes such as HSPs (7). 

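Gene descriptions were used for 2404 genes, taken from Supplementary Dataset 5 and from the first 1999 of the 24583 gene rows of Supplementary Dataset 2. Of these genes, 30 are described as heat shock proteins, and the 3 with the highest mean level in WT HS are given. Solyc03g117630, described as a 70 kDa heat shock protein by its match to a pepper protein, rose from 29.2 ± 2.46 CPM (SD, n = 3) in control to 30279 ± 2444 CPM (SD, n = 3) in HS. Its log2FC was 10.03 (standard error 0.16, adjusted p = 1.23e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Solyc03g115230, described as a tomato heat shock protein, rose from 32.3 ± 2.35 to 25670 ± 2192 CPM (SD, n = 3 each), a log2FC of 9.64 with a standard error of 0.15. For Solyc06g036290, described as heat shock protein 90, the level was 45.0 ± 3.39 CPM in control and 25521 ± 1663 CPM in HS (SD, n = 3 each), a log2FC of 9.16 with a standard error of 0.15. For each of the 3 genes, leaving out any of the 6 libraries kept the log2FC above 9. Levels of single heat shock protein genes are uncertain where near-identical copies share reads, and the paper's text does not state how reads with several matches were counted. From 2 lists of 10 strongly HS-induced genes chosen for the lowest ratio of control to HS level, the ratio in the WT control libraries, as the mean of the medians of both lists, was 0.103% ± 0.012 (SD, n = 3). Part of the control level of such genes may be a share of the HS profile of this size in the control libraries. The log2FC values of the 3 heat shock protein genes would then be lower bounds.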

HS resulted in a total of 4785 differentially regulated alternative splicing events (DAS; absolute delta percent selected index [|ΔPSI|] ≥ 0.05, probability changing [*P*_(|ΔPSI| ≥ 0.02)_] ≥ 0.9; Supplementary Dataset 1). The majority of these are binary splicing events (bDAS), namely intron retention (IR), alternative 3′splice selection (A3ss), cassette exon (CE) and alternative 5′ splice selection (A5ss) (Figure 1A). Altogether, we identified 2801 genes with bDAS events (Supplementary Dataset 1). HS causes both inhibition and stimulation of alternative splicing (Figure 1B), indicating that the selected treatment is not inhibitory for splicing but rather disturbs the homeostatic balance of RNA splicing. Based on this, we assumed the presence of splicing factors that actively mediate HS-sensitive alternative splicing in a positive and/or negative manner.

**Figure 1.**
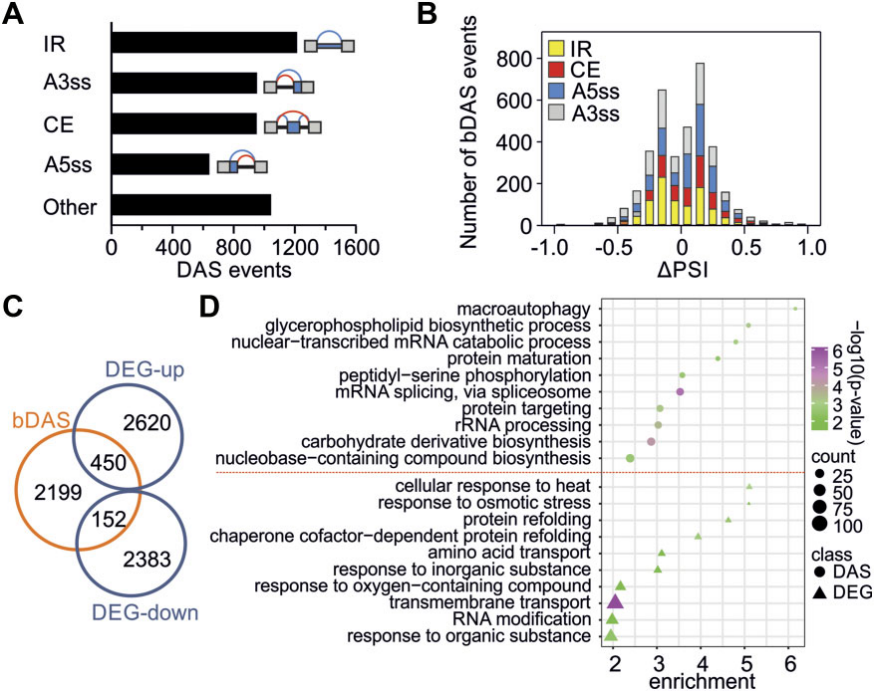
Transcriptome regulation by differential expression and RNA splicing in response to heat stress (40°C, 1 h). (**A**) Number of differential alternative splicing events (DAS; *P*_(|ΔPSI| ≥ 0.02)_ ≥ 0.9, |ΔPSI| ≥ 0.05). IR: intron retention; A3ss: alternative 3′ splice site; CE: cassette exon; A5ss: alternative 5′ splice site. For details see Supplementary Dataset 1. (**B**) Distribution of DAS binary (bDAS) events of the IR, CE, A3ss and A5ss type. ΔPSI values indicate enhanced or reduced splicing. (**C**) Overlap of DAS and differentially expressed genes (DEGs; |log_2_FC| > 1, *P*_adj_ < 0.01). (**D**) Gene ontology (GO) annotation of biological processes of genes identified as DAS or DEG. The *P*-value is calculated based on Fischer's exact test and Bonferroni correction for multiple testing using the PANTHER GO database. Only the top 10 categories are shown. The complete list is provided in Supplementary Dataset 3.

Among the 2801 bDAS genes, 450 are up- and 152 are downregulated in response to HS, which represent only a small fraction of the total 5605 differentially expressed genes (DEGs; absolute log_2_-transformed fold change [|log_2_FC|] > 1, adjusted *P*-value [*P*_adj_] < 0.01); Figure 1C; Supplementary Dataset 2). 

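In the deposited counts, 5689 of the 22692 tested genes were DEGs between WT HS and WT control, 3055 higher and 2634 lower in HS. At an unadjusted p-value under 0.05 there were 14684 genes, against 1135 by chance alone. With each library left out in turn, between 5085 and 5563 genes were called. The alternative that moved the count most, chosen after the data were seen, was scaling by total counts, which called 9418 genes, 1547 higher and 7871 lower. Under that scaling the median log2FC of all tested genes was -0.79, against -0.028 with TMM. Among called genes whose 3 HS and 3 control libraries did not overlap and whose mean level was at least 10 CPM, the largest increases were those of Solyc01g098070, Solyc03g059205 and Solyc05g010210. Solyc01g098070, described by a pepper match as an Agamous-like MADS-box protein, rose from 0.039 ± 0.038 to 69.2 ± 7.53 CPM (SD, n = 3 each), a log2FC of 10.63 with a standard error of 0.24. It had at most 2 counts in any WT control library, and its log2FC ranged from 10.06, without WT control replicate 2, to 11.41, without WT control replicate 1, so its place among the largest increases rests on few reads. Solyc03g059205, described as an unknown protein, rose from 0.629 ± 0.111 to 929.3 ± 52.6 CPM (SD, n = 3 each), a log2FC of 10.52 with a standard error of 0.14. For Solyc05g010210, described as an F-box domain protein, the log2FC was 10.46 with a standard error of 0.18. The largest decreases were those of Solyc12g056480, with a log2FC of -5.64 (standard error 0.54), Solyc12g100030, with a log2FC of -5.1987 (standard error 0.29), and Solyc03g006550, with a log2FC of -5.1984 (standard error 0.14), for which no description was used here. Solyc12g056480 had at most 16 counts in any WT HS library, and its log2FC ranged from -7.09, without WT HS replicate 3, to -5.15, without WT HS replicate 2. The adjusted p-values of these 6 genes lay between 8.64e-11 and 1.72e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper sets its DEGs against the genes with bDAS events and states that the genes in both sets are a small fraction of all DEGs. Splicing events were not analysed here.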

Within the 450 bDAS/DEG genes that are transcriptionally upregulated, we identified *HSFA2* a central factor of ATT, but also genes involved in protein folding and fate, as well as in pre-mRNA splicing regulation (9,16). Gene ontology (GO) enrichment analysis revealed that bDAS genes are involved in 33 biological processes while DEGs in only 11, with no overlap between them (Figure 1D; Supplementary Dataset 3). DEGs are mainly involved in stress responses, while bDAS genes cover a broader spectrum of biological processes including mRNA splicing.

### RS2Z-mediated regulation of *HSFA2* splicing

*HSFA2* is a HS-induced and alternatively spliced gene (Figure 2A). 

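HSFA2, identified by the gene number Solyc08g062960 that Figure 2A prints, stood at 25.1 ± 4.82 CPM in WT control and 4066 ± 595 CPM in WT HS (SD, n = 3 libraries each). Its log2FC was 7.35 with a standard error of 0.20 (adjusted p = 2.45e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 6 libraries left out in turn, the log2FC stayed between 7.25 and 7.51. The counts are per gene and do not separate the splice variants.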

Full or partial retention of intron 2 due to two alternative 5′ splice sites results in three splice variants, which all code for the protein isoform HsfA2-I, involved in ATT (16). Intron splicing yields isoform *HsfA2-II* which codes for a protein isoform that is rapidly degraded and therefore plays no significant role in thermotolerance of cultivated tomato accessions (16). Based on its importance for the HS response, *HSFA2* was used as a reporter for the identification of putative regulators of HS-sensitive alternative splicing events (Figure 2B). Members of the family of SRSFs, which are core regulators of alternative splicing in eukaryotes, were used as prey (56). SRSFs in plants are divided into six subfamilies, including three that belong to plant-specific clades (57). Seventeen canonical SRSF genes have been identified so far in the tomato genome (27). The splicing profile of the endogenous *HSFA2* was examined in heat-stressed tomato mesophyll protoplasts (37.5°C/1 h) transfected with a plasmid carrying a PCaMV35S::HA-SRSF gene expression cassette (Figure 2B; Supplementary Figure S1). The splicing profile of *HSFA2* in protoplasts expressing each SRSF was examined by RT-PCR and compared to a mock control (no transgene SRSF expressed). Five SRSFs, namely RS30, SCL29, SC30b, RS2Z35 and RS2Z36, reduced intron splicing in *HSFA2* while the others had no effect (Figure 2C).

**Figure 2.**
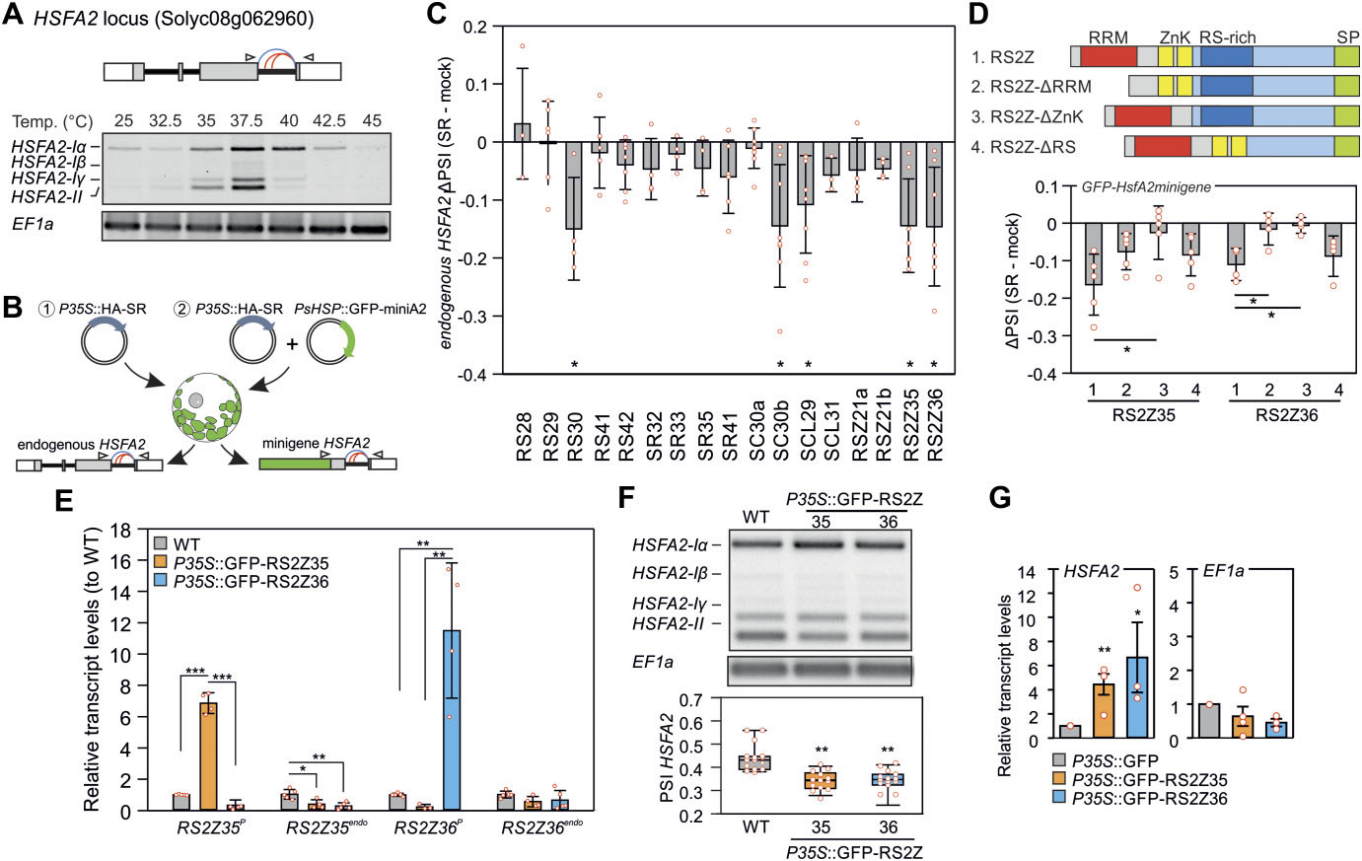
Regulation of *HSFA2* splicing by RS2Z proteins. (**A**) Splicing profile of *HSFA2*. Top: *HSFA2* exon/intron gene structure. Blue and red curves show canonical and alternative splice sites, respectively. Bottom: RNA-Seq read coverage for *HSFA2*. Splicing profile of *HSFA2* based on semi-quantitative PCR analysis in protoplasts exposed to the indicated temperatures for 1 h. Oligonucleotides used for PCR anneal in exon 2 and 3 and are depicted by arrowhead in the gene scheme. (**B**) Strategies used to identify regulators of *HSFA2* splicing based on transient expression of HA-tagged proteins in tomato mesophyll protoplasts. 1: splicing analysis on the endogenous; 2: splicing analysis based on *PHSP21.5::GFP-HSFA2minigene*. (**C**) Difference in splicing index (PSI) of the endogenous *HSFA2* between SR-expressing and mock protoplasts. Asterisks indicate statistically significant difference (*P* < 0.05) between the SR-expressing and mock sample. Bars are the average of at least three independent biological replicates, ± standard error of mean (SEM). (**D**) Effect of RS2Z35 and RS2Z36 proteins and domain deletion mutants on splicing of the *HSFA2* minigene driven by the HS-inducible HSP21.5 promoter. Protoplasts were exposed to 37.5°C for 1 h. Bars are the averages of 3–4 independent experiments. (**E**) Relative transcript levels of endogenous (endo) and protein-coding (P) *RS2Z35* and *RS2Z36* in WT, and *PCaMV35S::GFP-RS2Z* transgenic lines, based on qRT-PCR analysis. Asterisks indicate statistically significant difference (*P < 0.05, **P < 0.01, ***P < 0.001) between the indicated samples. Bars are the average of 3 independent biological replicates, ±SEM. (**F**) Splicing profile of *HSFA2* in WT and GFP-RS2Z transgenic lines. The median is indicated in the box, with the lower upper quartiles, margined by the extreme values within the interval of 1.5 the interquartile from the box (whiskers). Asterisks shows significant statistical difference (**P < 0.01) between WT and transgenic lines based on ANOVA and Duncan's Multiple Range test based on 14 independent experiments. (**G**) Validation of association of RS2Z proteins with endogenous *HSFA2* or *EF1a* mRNAs via RNA immunoprecipitation (RIP)-qPCR. Bars are the average of 3–4 biological replicates, ±SEM. Asterisks indicate statistically significant difference (*P < 0.05, **P < 0.01, pairwise *t*-test) between RIP samples from the GFP-RS2Z and GFP transgenic lines.

We focused on RS2Z35 and RS2Z36, belonging to the RS2Z plant-specific clade of SRSF family, whose role in HS response has not been described so far. RS2Z proteins possess an N-terminal RNA recognition motif (RRM) followed by two zinc knuckles (ZnK), a C-terminal region rich in arginine-serine (RS) dipeptides and a serine-proline (SP)-rich region which shows the lowest sequence homology between the two proteins (Figure 2D; Supplementary Figure S2) (57). 

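The 2 RS2Z genes were identified as follows. Supplementary Datasets 2 and 5 describe 2 genes, Solyc05g054920 and Solyc09g005980, as splicing factors of the RS2Z32 type by matches to Nicotiana proteins. The one that Supplementary Dataset 2 lists as called higher in HS, Solyc09g005980, was taken as RS2Z36, and the other as RS2Z35. The direction of RS2Z36 in HS is therefore not independent evidence, and the mutant libraries are the separate check of the naming. RS2Z36 stood at 57.6 ± 5.67 CPM in WT control and 115.4 ± 10.8 CPM in WT HS (SD, n = 3 each). Its log2FC was 1.01 with a standard error of 0.10 (adjusted p = 1.73e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which lies at the threshold of 1 for a DEG. With each library left out in turn the log2FC ranged from 0.95 to 1.10. It was below the threshold without WT control replicate 1 (0.96), WT control replicate 2 (0.99) or WT HS replicate 3 (0.95), and also without a filter on low counts (0.9986). RS2Z35 stood at 193.0 ± 10.8 CPM in control and 235.0 ± 18.5 CPM in HS (SD, n = 3 each). Its log2FC was 0.29 with a standard error of 0.085 (adjusted p = 0.0143 from the same edgeR test with Benjamini-Hochberg adjustment), and it was not a DEG. Scaling by total counts, chosen after the data were seen, gave a log2FC of 0.25 for RS2Z36 and reversed RS2Z35 to -0.47. This scaling also moved the median log2FC of all tested genes from -0.028 to -0.79. The shift is thus common to all genes and says nothing specific about these 2. The difference in the HS response of the 2 genes was not tested.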

*RS2Z35* is a constitutively expressed gene, while *RS2Z36* was identified as DE/DAS gene and is HS-induced in an HSF-dependent manner (27), indicating a potential feedback regulation between HSF and SRSFs.

A splicing minigene reporter assay was used to corroborate that the effect of the two RS2Z proteins on *HSFA2* intron 2 was independent of transcription and of splicing of intron 1. The minigene contained the coding sequence of GFP fused to part of the *HSFA2* gene comprised of intron 2 and the flanking exons (Figure 2B). The minigene reporter was under the control of the HS-inducible HSP21.5-ER promoter (28). Co-expression of RS2Z proteins with the minigene reporter resulted in a stronger intron retention compared to mock, both in heat stressed and control protoplasts (Figure 2D). To investigate the relevance of each domain for the function of RS2Z proteins, C-terminally GFP- or HA-tagged deletion mutants of the RRM, ZnK and RS-rich region were generated (Figure 2D; Supplementary Figure S3). Similar to the wild type protein tagged to GFP, all mutants are localized in the nucleus of protoplasts (Supplementary Figure S4). Based on the minigene reporter assay using the HA-tagged RS2Z variants, deletion of the ZnKs abolished the negative effect of the two proteins on splicing of the *HSFA2* minigene, suggesting that these domains are essential for the function of the proteins as splicing silencers on *HSFA2* (Figure 2D).

Expression of GFP-tagged RS2Z proteins in tomato transgenic plants under the control of a CaMV35S promoter resulted in the accumulation of the proteins, which showed a nuclear localization in leaf epidermal cells (Supplementary Figure S5). The endogenous RS2Z35 transcript levels were reduced in both GFP-RS2Z35 and GFP-RS2Z36 transgenic lines compared to WT, while the *RS2Z36* remained unaffected (Figure 2E). These results indicate an auto- and cross-regulation of *RS2Z35*. Importantly, splicing analysis revealed an enhanced IR for *HSFA2* in both transgenic lines compared to WT after 1 h of HS (Figure 2F). The association of *HSFA2* mRNA with both RS2Z proteins in the transgenic lines was confirmed by RNA immunoprecipitation (RIP-qPCR) performed with a nanobody against GFP following formaldehyde cross-linking of RNA-protein complexes in heat stressed-leaves of *CaMV35S::GFP-RS2Z* and *CaMV35S::GFP* transgenic lines (Figure 2G). In contrast, the RS2Z proteins did not show an enrichment with mRNA from the housekeeping gene *EF1a* which was used as negative control (Figure 2G).

### RS2Z proteins are important for basal and acquired thermotolerance

To further examine the role of RS2Z proteins in the regulation of splicing and their relevance for thermotolerance, we created single homozygous *rs2z35* and *rs2z36* mutants by CRISPR-Cas9 gene editing. By using two gRNAs for each gene, mutations with either deletion or insertion of one nucleotide were generated (Figure 3A). This consequently introduced premature termination codons (PTC) through frame shifting (Figure 3A; Supplementary Figure S6A). Reduced transcript levels of both *RS2Z* genes in the mutant lines compared to WT indicate degradation by nonsense-mediated mRNA decay (NMD) (Supplementary Figure S6B). Interestingly, *RS2Z35* levels were increased in the *rs2z36* mutant, while *RS2Z36* levels in the *rs2z35* mutant were similar to WT (Supplementary Figure S6B).

**Figure 3.**
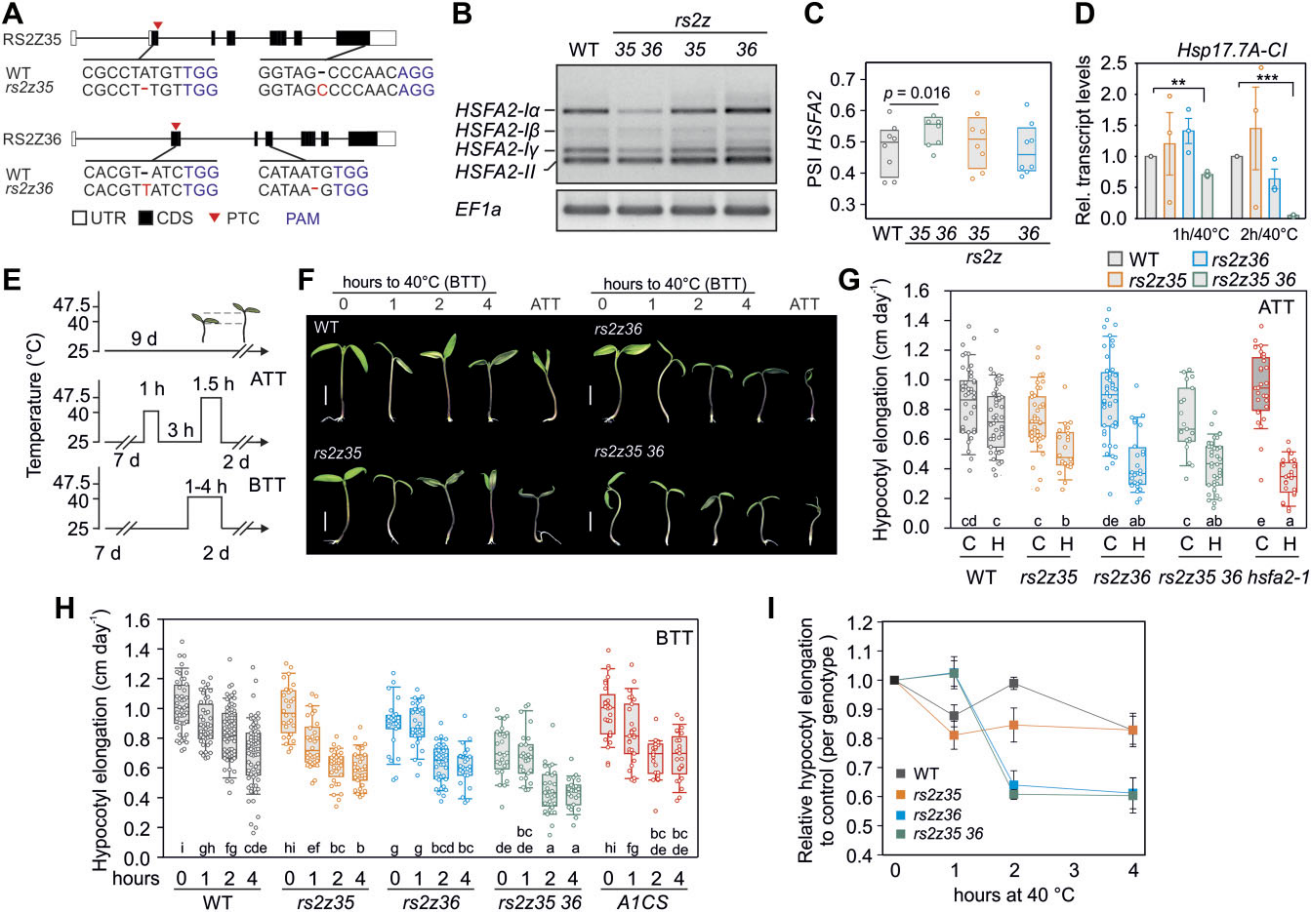
RS2Z proteins are involved in thermotolerance of tomato seedlings. (**A**) Sequence of *RS2Z35* and *RS2Z36* mutants. Boxes and lines indicate exons and lines introns, respectively. Black regions indicate the coding sequence (CDS) and white untranslated regions (UTR). Red arrowheads depict premature termination codons (PTC) and in blue nucleotides the PAM sequence. (**B**) Splicing profile of *HSFA2* in WT and single and double *rs2z* CRISPR mutants. *EF1a* is housekeeping gene. The gel is one representative from eight biological replicates. (**C**) Box plots depict the median, 25% and 75% quartiles of the splicing index (PSI) of *HSFA2* from 8 biological replicates. Statistically significant difference (*P* < 0.05) is shown between the indicated samples. (**D**) Transcript levels of *Hsp17.7A-CI* based on qRT-PCR analysis. Values are the average of three biological replicated, ±SEM. Statistically significant difference based on pairwise *t*-test between the WT and the indicated mutant is depicted by the *P*-value. (**E**) Heat stress regimes used in thermotolerance assays. BTT: basal thermotolerance; ATT: acquired thermotolerance. (**F**) Representative images of shoots of WT and mutant tomato seedlings, based on thermotolerance assays indicated on top. Displayed is a compilation from different images chosen to represent average observations. Bar is 1 cm. (**G**) ATT and (**H**) BTT of young tomato seedlings from WT and the indicated CRISPR and transgenic knock-down *rs2z* and *hsf* lines. Box plots show the median, 25 and 75% quartiles (*n*= 19–55 for ATT; *n*= 22–79 for BTT) from at least three independent experiments. Statistical analysis is based on ANOVA, with Holm-Sidak test for multiple comparisons. Significant differences are indicated by different letters (*P* < 0.05) below the box plots. (**I**) Relative hypocotyl elongation for each genotype compared to the control (no stress, 0 hour). Each point is the average of 3–7 independent experiments normalized to the control sample of the respective experiment, error bars are ± SEM. For C, G and H, the median is indicated in the box, with the lower upper quartiles, margined by the two extreme values within the interval of 1.5× the interquartile range from the box (whiskers).

The splicing of *HSFA2* was not affected in the single *rs2z35* or *rs2z36* mutants, but was enhanced in a double homozygous mutant line (*rs2z35 36*) obtained by crossing the two single mutants (Figure 3B, C). This result shows that the two proteins act redundantly as repressors of *HSFA2* intron splicing. In addition, after 1 and 2 h of HS at 40°C, the *rs2z35 36* mutant exhibited reduced levels of the HSFA2-I-dependent *Hsp17.7A-CI* gene, further linking the function of RS2Z proteins and splicing to the regulation of HSF-dependent gene expression (Figure 3D) (9,16).

Under standard cultivation conditions for tomato, the *rs2z35* and *rs2z36* single mutants were phenotypically identical to the WT plants (Supplementary Figure S7). Only *rs2z35 36* exhibited a slightly reduced hypocotyl elongation compared to WT seedlings (Figure 3G, H). The relevance of the two factors for ATT, the capacity of an organism to acclimate and survive an otherwise lethal stress treatment, was examined. Seedlings were pre-acclimated at 40°C for 1 h, allowed to recover for 3 h and were then exposed to a challenging HS at 47.5°C for 1.5 h (Figure 3E). We used hypocotyl elongation for 2 days following the stress as an indicator of thermotolerance (9) and a condition that *HSFA2* gene and particularly *HSFA2-I isoform* is important. Single and double *rs2z* mutants had lower ATT compared to WT seedlings, similar to the *hsfa2-1* mutant (Figure 3E–G). The higher thermosensitivity of *rs2Z35 36* seedlings in response to an ATT regime is in agreement with reduced *HSFA2-I* transcripts (16). However, the reduced ATT in the single RS2Z mutants in the absence of an effect on AS of HSFA2 indicates that the proteins modulate thermotolerance in an HSFA2-independent manner as well.

This result prompted the question whether RS2Z proteins are relevant for basal thermotolerance (BTT), the response of plants to an acute HS. Seedlings of WT and *rs2z* single and double mutants were exposed to 40°C for 1, 2 or 4 h and then allowed to recover to 25°C for 2 days (Figure 3E, F, H). In comparison to WT, the hypocotyl elongation of the *rs2z35* mutant was slightly reduced in seedlings exposed to 1 and 2 h HS, while *rs2z36* and *rs2z35 rs2z36* mutants exhibited reduced hypocotyl elongation in response to 2 and 4 h HS treatments (Figure 3H). In comparison, the seedlings of an *HSFA1a* co-suppression line (A1CS), in which HS response is compromised (4,58), were not affected by the short 1 hour HS (Figure 3H, I). Altogether these results show that the constitutively expressed RS2Z35 is important for thermotolerance during the early stages of HS, in an HSF-independent manner, while the HS-induced RS2Z36 is important for thermotolerance in response to prolonged HS treatments. The lack of a thermotolerance phenotype in 1 h/40°C treated *rs2z35 36* seedlings suggests the presence of a compensatory thermotolerance mechanism that is manifested when both genes are mutated.

### RS2Z proteins are core regulators of HS-sensitive alternative splicing

To identify the AS events regulated by the two RS2Z proteins, we performed a global splicing analysis following RNA-Seq on leaves from single and double mutants exposed to 40°C for 1 h or kept at 25°C as control, and compared them to WT (Supplementary Dataset 4). 

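The libraries of this experiment came from excised leaves of 6-week-old WT, rs2z35, rs2z36 and rs2z35 36 plants, with 3 libraries per genotype and condition and 24 libraries in all, the WT libraries being those described for the HS response. The mutants carry deletions or insertions of a single nucleotide made with CRISPR-Cas9, and rs2z35 36 was obtained by crossing the single mutants. The median total count per library in control was 20139685 for rs2z35 (range 18756225 to 20336165), 19301343 for rs2z36 (18692423 to 22517273) and 19981126 for rs2z35 36 (18995695 to 20821643). In HS it was 19621066 for rs2z35 (18476338 to 23929283), 18321702 for rs2z36 (17355124 to 18376423) and 17230309 for rs2z35 36 (16853134 to 17529715). Each mutant was compared with WT within a condition, in a fit of the 12 libraries of that condition, so that the 4 genotypes share an estimate of the spread and the 3 mutants are compared with the same 3 WT libraries. Genes with a read sum of at least 10 over these 12 libraries were tested, 23532 in control and 23162 in HS. The mutated genes themselves were examined first. RS2Z35 fell from 193.0 CPM in WT control to 32.6 ± 1.16 CPM in rs2z35 and 31.3 ± 0.878 CPM in rs2z35 36 (SD, n = 3 each). Its log2FC was -2.56 (adjusted p = 4.1e-09) in rs2z35 and -2.63 (adjusted p = 3.1e-09) in rs2z35 36 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HS the corresponding log2FC values were -2.32 and -2.37. In rs2z36 the level of RS2Z35 was 203.2 ± 16.6 CPM in control (SD, n = 3), a log2FC of 0.078 with an adjusted p of 0.675 by edgeR. RS2Z36 stood at 38.7 ± 5.36 CPM in rs2z36 control and 34.1 ± 0.598 CPM in rs2z35 36 control (SD, n = 3 each). Its log2FC was -0.57 (adjusted p = 0.0253) in rs2z36 and -0.75 (adjusted p = 0.00395) in rs2z35 36 by the same edgeR test, a smaller change than that of RS2Z35 and short of the fold threshold for a DEG. In HS, RS2Z36 changed by a log2FC of -0.32 (adjusted p = 0.0794, edgeR) in rs2z36 and -0.37 (adjusted p = 0.0433, edgeR) in rs2z35 36. In rs2z35 the log2FC of RS2Z36 was 0.39 (adjusted p = 0.151, edgeR) in control and 0.057 (adjusted p = 0.889, edgeR) in HS, the latter changing sign to -0.0081 without WT HS replicate 2. In every library of a mutant, each gene mutated in that library was below all WT libraries of the same condition.

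**Figure D1:**
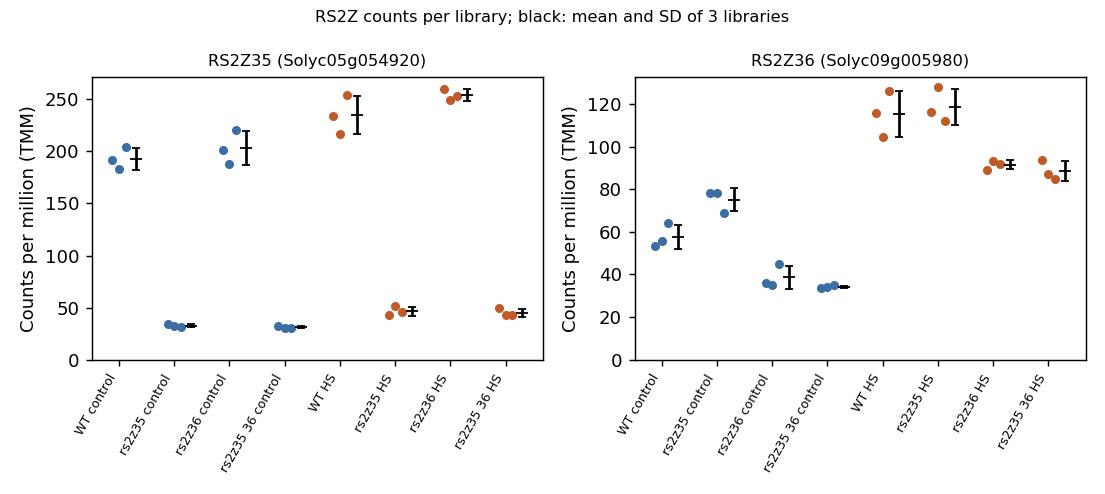
Level of RS2Z35 and RS2Z36 in CPM (y axis) in each of the 24 libraries, grouped by genotype and condition (x axis). Each point is a library, and the bar and whiskers are the mean and SD of 3 libraries. In control, RS2Z35 has a mean of 32.6 CPM in rs2z35 and 31.3 CPM in rs2z35 36, against 193.0 CPM in WT.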

The comparison in non-stressed plants yielded 170, 174 and 490 bDAS events (IR, ES, A5ss, A3ss) in *rs2z35*, *rs2z36* and *rs2z35 36*, respectively. In HS samples, the number of bDAS events increased to 397, 453 and 729 in *rs2z35*, *rs2z36* and *rs2z35 36* mutants (Figure 4A). Therefore, the two RS2Z proteins regulate splicing of many genes, both in a specific and redundant manner, accounting for a total of 663 bDAS events under control conditions and 1307 bDAS events under HS (Figure 4B). Interestingly, there is an overlap of only 126 RS2Z-dependent bDAS events between control and HS, suggesting that they regulate splicing in a temperature-dependent manner. Altogether, the two RS2Z proteins regulate 720 out of 2801 HS-sensitive bDAS genes (Figure 4C) identified in our initial analysis in WT plants (Figure 1A). Furthermore, 436 additional bDAS genes, that were not identified as DAS in the WT, are misregulated in at least one of the mutants under HS (Figure 4C). All these results suggest that RS2Z proteins are core regulators of RNA splicing under HS conditions.

**Figure 4.**
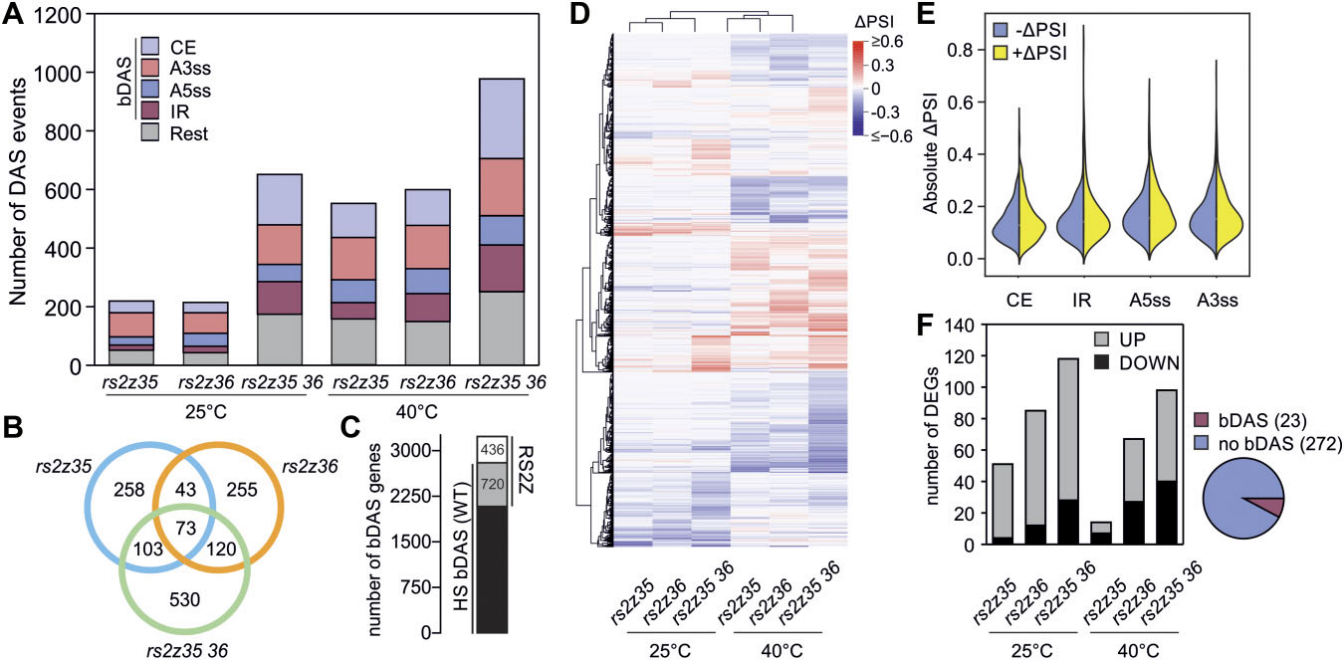
Mutations in RS2Z-coding genes disturb RNA splicing homeostasis. (**A**) Number of DAS events, categorized based on the splicing type. (**B**) Overlap and unique DAS events in heat-stressed leaves affected in *rs2z* single and double mutants compared to WT. (**C**) Overlap of HS-sensitive DAS genes in WT leaves and RS2Z-regulated bDAS genes under HS. (**D**) Heat map depicting the ΔPSI values of all bDAS events. (**E**) Distribution of positive and negative ΔPSI values of four binary DAS events in HS leaves of all mutants. (**F**) Number of DEGs that are up- or downregulated in the single or double mutant lines compared to WT under control or HS conditions. The pie chart depicts the percentage of all DEGs that were identified as DAS based on the comparison of all mutants to WT at any condition.

Based on the splicing quantifications for the bDAS events (relative splice junction usage, delta percent selected index, ΔPSI), we observed that the mutants cause a comparable changes of splicing in both directions (Figure 4D, E). In addition, the mutants do not show any enrichment of a specific type of alternative splicing. These results indicate that the two proteins are involved in both promoting and silencing splicing and are not preferentially involved in a specific type of splicing but rather contribute to splicing homeostasis. In contrast to the large number of bDAS genes, differential expression analysis between the mutants and WT for each condition yielded a relatively low number of DEGs (Figure 4F; Supplementary Dataset 5). 

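From the deposited counts, 12 genes were DEGs in rs2z35 against WT in control (10 higher, 2 lower), 44 in rs2z36 (36 higher, 8 lower) and 41 in rs2z35 36 (30 higher, 11 lower). In HS there were 7 (6 higher, 1 lower), 33 (20 higher, 13 lower) and 44 (27 higher, 17 lower), respectively. At an unadjusted p-value under 0.05 there were between 1983 and 3997 genes per comparison, against 1177 by chance in control and 1158 in HS, so that in these fits changes below the thresholds are more numerous than chance gives. With the replicate number as a block, edgeR called 10, 44 and 38 genes in control and 6, 9 and 9 in HS. In these HS fits 1087, 2333 and 2148 genes had an unadjusted p-value under 0.05, the first of which is below the 1158 that chance gives. The counts also depended on the test. DESeq2 without shrinkage of the log2FC called the most genes, 82, 109 and 147 in control and 18, 75 and 105 in HS. In the order rs2z35, rs2z36 and rs2z35 36, leaving out a library gave 3 to 7, 7 to 54 and 16 to 28 genes in control and 4 to 7, 7 to 17 and 17 to 28 genes in HS. Each library left out lowered the count of its comparisons by more than 1.5 times, except replicates 2 and 3 of rs2z36 control (43 and 54 genes), replicate 1 of rs2z35 36 control (28 genes) and the 3 replicates of rs2z35 HS (7, 6 and 6 genes). In control the genes called in both members of a pair of mutants numbered 5 for rs2z35 and rs2z36, 8 for rs2z35 and rs2z35 36, and 10 for rs2z36 and rs2z35 36, and in HS 2, 6 and 10. Simulated mutants without any change, set against the same WT libraries, shared at most 1 call. These simulations drew each gene on its own, so they hold no deviation common to many genes of a library and may understate sharing by chance. The shared HS calls come from the fits without the replicate block, and calls shared with the block were not counted. Only Solyc12g049611, described as an unknown protein, was called in all 3 mutants under both conditions. It rose from 0.965 ± 0.466 CPM in WT control to 6.04 ± 0.237 CPM in rs2z35 control (SD, n = 3 each), and its log2FC over the 6 comparisons lay between 2.09 and 2.99. Its call in rs2z35 36 was lost in control without rs2z35 36 control replicate 3 (log2FC 2.03) and in HS without WT HS replicate 1 (log2FC 2.40) or with the replicate block (log2FC 2.46). In rs2z36 control, Solyc08g005677, described as a terpene synthase, fell by 7.66 on the log2 scale (adjusted p = 4.34e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Solyc08g005670, described as phellandrene synthase, fell by 6.66 (adjusted p = 3.65e-06, edgeR). In HS, Solyc08g005680, described as Z,Z-farnesyl pyrophosphate synthase, fell by 6.31 and Solyc08g005677 fell by 6.10. Leaving out a library moved these values most without rs2z36 control replicate 1, where Solyc08g005677 fell by 8.43 and Solyc08g005670 fell by 7.64, and without rs2z36 HS replicate 2, where Solyc08g005680 fell by 7.04. In rs2z36 these 3 genes had at most 9 counts per library, while in rs2z35 36 no library had fewer than 12. In rs2z35 36, Solyc04g077755 rose by a log2FC of 3.87 in control and Solyc05g024230 by 5.40 in HS. Solyc04g077755 had at most 4 counts in any WT control library and Solyc05g024230 at most 2 in any WT HS library, so the fitted fold changes rest on few WT reads, and the latter was 6.27 without WT HS replicate 2. Solyc07g019430 in control (log2FC 5.19, adjusted p = 0.00984, edgeR) and Solyc10g008665 in HS (log2FC 3.34, adjusted p = 0.0064, edgeR) had at most 5 counts in any WT library of their condition and lost their calls when any of their 6 libraries was left out, with log2FC values of 4.65 to 6.45 and of 2.77 to 4.10. Solyc10g008665 in HS also lost its call with the replicate block (log2FC 3.37). Solyc04g077755 in control (log2FC 3.44) and Solyc05g024230 in HS (log2FC 6.00) were also called in rs2z36, and neither was called in rs2z35. Their rise is thus not specific to rs2z35 36. In rs2z35 HS, Solyc10g084960, described as a glutathione S-transferase, had a log2FC of 2.49 (adjusted p = 0.00105, edgeR) and lost its call without WT HS replicate 1, 2 or 3 (log2FC 2.48, 2.52 and 2.48). This gene is not specific to rs2z35. On all libraries it was also called in rs2z36 and rs2z35 36, with log2FC values of 2.29 and 2.50 in HS and of 2.82 and 2.93 in control. The paper states that the number of DEGs is relatively low beside the number of bDAS genes, which were not analysed here.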

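Summed over the 3 mutants, 76 of 97 DEG calls in control were higher than WT, which is 78.4% (exact Clopper-Pearson 95% interval 68.8 to 86.1). In HS, 53 of 84 calls were higher, which is 63.1% (interval 51.9 to 73.4 by the same method). The mutants share the WT libraries and some genes are called in several of them, so the calls are not independent and the intervals describe counting error only. In control the share fell to 60.5% without WT control replicate 1 and to 62.5% without WT control replicate 2. In HS it was 50.0% without WT HS replicate 1 and 50.0% without WT HS replicate 3. Of the 97 calls in control, 26 were genes with at least 64-fold higher levels in HS. From 2 lists of 10 strongly HS-induced genes chosen for the lowest ratio of control to HS level, which are other lists than these 26 calls, the ratio, as the mean of the medians of both lists, was 0.213% ± 0.0352 in rs2z35, 0.247% ± 0.0595 in rs2z36 and 0.190% ± 0.0136 in rs2z35 36 control libraries (SD, n = 3 each). Whether the share of higher calls differs between control and HS was not tested.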

The majority of the identified DEGs are upregulated in the mutants under control conditions, while under HS the number of induced and reduced genes is similar. Only 23 out of 272 DEGs were bDAS genes indicating that alterations in gene expression are largely independent from splicing.

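Over the 3 mutants and both conditions, 131 different genes were DEGs in the deposited counts, 78 of them in at least 1 mutant in control and 68 in at least 1 mutant in HS. Within a mutant, 4 genes of rs2z35, 8 of rs2z36 and 7 of rs2z35 36 were called in both control and HS. The union ranged from 81 genes, without WT control replicate 3, to 137, without rs2z36 control replicate 3, and was 83 without WT control replicate 2. With the replicate number as a block it was 84. From the small number of DEGs with a change in splicing, the paper proposes that the changes in expression are largely independent of splicing. The overlap with splicing events was not analysed here.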

### The RNA interactome of RS2Z proteins in heat-stressed tomato leaves

Individual-nucleotide resolution UV cross-linking and immunoprecipitation (iCLIP2) (47) was employed to generate transcriptome-wide binding maps of the two RS2Z proteins. Young leaves from adult plants of the *PCaMV35S::GFP-RS2Z* transgenic lines were used, along with *PCaMV35S::GFP* as negative control as previously used for RIP-qPCR (Figure 2G). The leaves were exposed to 40°C for 1 h and protein–RNA complexes were cross-linked by UV irradiation directly after. Three independent biological replicates were prepared. Immunoprecipitation of cross-linked RNA was done with GFP Trap magnetic beads. iCLIP2 in *PCaMV35S::GFP* plants yielded very low amount of RNA, which was not sufficient for further analysis by RNA-Seq.

iCLIP2 identified a total of 79 257 binding sites (7 nt) for RS2Z35 and RS2Z36, with 49 856 corresponding to RS2Z35 and 53 293 to RS2Z36, and the proteins sharing approximately 50% of their binding sites and roughly 30% of the total binding sites (Figure 5A; Supplementary Dataset 6). This analysis identified 45 and 33 binding sites for RS2Z35 and RS2Z36, respectively, in both the intronic and exonic regions of *HSFA2* RNA (Figure 5B). In addition, we identified several binding sites of RS2Z35 on *RS2Z36* mRNA, and RS2Z36 on *RS2Z35* mRNA (Supplementary Figure S8), in line with cross-regulation of the two proteins. On the global scale the majority of the binding sites are located in coding regions (approximately 67–68%), followed by introns, 5′ and 3′UTRs (Figure 5C; Supplementary Dataset 6). Similar to *HSFA2*, 7% of the RS2Z-bound RNAs have more than 30 binding sites, while >70% of the bound RNAs have up to five binding sites (Figure 5D; Supplementary Dataset 6).

**Figure 5.**
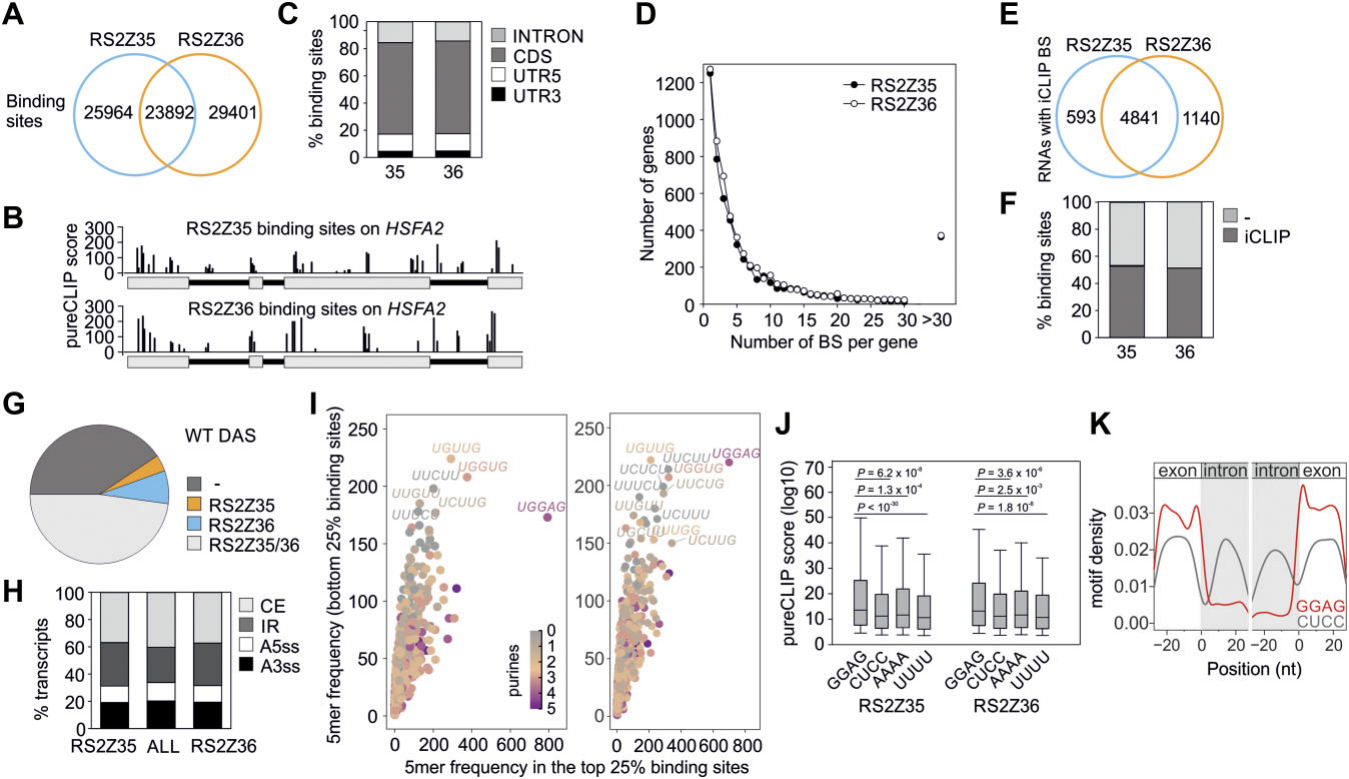
The RNA interactome of RS2Z35 and RS2Z36. (**A**) Common and specific RS2Z35 and RS2Z36 binding sites identified by iCLIP in leaves of transgenic lines exposed to 40°C for 1 h. (**B**) Binding sites and strength shown by PureCLIP score of the two proteins on *HSFA2* mRNA. (**C**) Fraction of RS2Z35 (35) and RS2Z36 (36) binding sites in introns, CDS or UTRs. (**D**) Frequency of RS2Z binding sites (BS) on individual genes. (**E**) Number of genes with iCLIP binding sites (BS). (**F**) Fraction of putative RS2Z35 (*rs2z35* and *rs2z35 36* DAS) and RS2Z36-dependent (*rs2z36* and *rs2z35 36* DAS) DAS genes identified by iCLIP2. (**G**) Fraction of WT DAS genes that were identified in RS2Z35 and/or RS2Z36 iCLIP2 analysis. (**H**) Distribution of alternative splicing events among all HS-sensitive WT DAS genes (ALL) compared to the subsets identified as RS2Z35 and RS2Z36 iCLIP2 targets, respectively. (**I**) Comparison of the frequency of pentamers within the top and bottom 25% of binding sites (left: RS2Z35 binding sites; right: RS2Z36 binding sites). The categorization is based on the binding site strength, defined by the PureCLIP score. (**J**) PureCLIP score distribution for binding sites containing the GGAG motif within a 15-nt proximity to the binding site centre, in comparison with binding sites featuring control motifs CUCC, AAAA and UUUU within the same window. (**K**) Positional map of the density of the GGAG (red) and CUCC (grey) motifs in a 51-nt window around the 5′ (left) and 3′ ends (right) of introns.

In total, RS2Z35 bound to 5434 and RS2Z36 to 5981 RNAs, with 73.6% of them being shared between both proteins (Figure 5E; Supplementary Dataset 7). More than 50% of the putative RS2Z35- or RS2Z36-responsive bDAS genes are bound by these proteins, identified by iCLIP2, suggesting that they directly involved in the regulation of splicing of these RNAs (Figure 5F). In addition, >50% of the HS-sensitive WT bDAS genes are also bound by RS2Z35 and/or RS2Z36, further supporting their central role in alternative splicing during HS (Figure 5G). The distribution of alternative splicing events among HS-sensitive RS2Z35 and RS2Z36 iCLIP targets was compared with the distribution of AS events in all HS-sensitive WT bDAS genes. We noted a higher enrichment of IR events compared to CE events among RS2Z35 and RS2Z36 iCLIP targets, in comparison to all HS-sensitive WT bDAS genes (Figure 5H).

To identify the preferential binding motifs of the two proteins, a *de novo* motif discovery analysis was performed using a 51-nt window around the RS2Z binding sites. Motif discovery analysis using XSTREME identified several binding motifs, suggesting that the RS2Z proteins show an ambiguous RNA binding behaviour (Supplementary Dataset 8). To gain further insights into the binding preferences of RS2Z35 and RS2Z36, we examined the sequence composition of the top- 25% and bottom-strength 25% binding sites (taking the PureCLIP score as a proxy for binding site strength). For both proteins, the motif UGGAG exhibits a higher frequency in the top 25% binding sites (Figure 5I). The UGGAG motif is specifically found within the 7-nt binding sites (Figure 5I), but is not apparent in 17-nt region upstream or downstream of the binding site (Supplementary Figure S9). This motif is represented in many of the motifs identified by *de novo* discovery (Supplementary Dataset 8) and is similar to purine-rich motifs bound by human SR proteins (59).

Based on the de novo motif discovery the GGAG is prevalent while the adjacent upstream nucleotide is variable (Supplementary Dataset 8). The GGAG motif is present in approximately 15% of RS2Z35 and RS2Z36 binding sites and these show significantly stronger binding than binding sites with CUCC (antisense), UUUU or AAAA sequences used as controls (Figure 5J; Supplementary Dataset 9). Moreover, the presence of two or three GAGG motifs within a 15 nt window results in increased binding strength, something that is not apparent for the CUCC, UUUU or AAAA motifs (Supplementary Figure S10). Positional analysis of the GGAG motif within a 51-nt window centred on the 5′ and 3′ ends of introns showed that the GGAG motif is predominantly found in the exon region, particularly concentrated right before the 5′ and 3′ of introns (Figure 5K). Altogether our data suggest that both proteins bind to purine-rich motifs in exons and regulate the splicing of the neighboring intron in a positive or negative manner.

## Discussion

RNA splicing homeostasis is the state of balanced RNA processing where both canonical and alternative splicing pathways operate efficiently and adaptively. This balance is crucial for the accurate and regulated expression of genes under both optimal and stress conditions. Under stressful conditions, alternative splicing contributes to the transcriptome landscape and therefore contributes to stress resilience (60). Our transcriptome analysis revealed that an exposure to a mild HS treatment results in drastic changes in the splicing profile of many genes (Figure 1A). Both alternative and canonical splicing are altered to a similar extent (Figure 1B). We conclude that upon HS, in addition to the well-documented changes in transcript abundance that include both the induction and reduction of many genes, splicing as well is heavily affected in terms of number of RNAs (Figure 1A, C).

Transcriptional regulation and changes in alternative splicing only partially overlap, as approximately 15% of HS-induced genes are DAS, and 21.5% of DAS are differentially expressed in response to HS (Figure 1C). Similar observations have been reported in maize (61), indicating that alternative splicing is an important integral part of the HS response that adds another layer of regulation. DE and DAS genes code for proteins with distinct functions (Figure 1D). DEGs mainly aid the synthesis of proteins related to stress response, chaperone synthesis and protein folding, while DAS genes code for proteins that have broader roles in the cellular and physiological adjustment that occur during HS. We assume that while DEGs play a direct role in immediate stress response and protection, DAS genes contribute to adaptation processes that enable plants to cope with and recover from HS over time. Worth noticing, proteins involved in pre-mRNA splicing are enriched among DAS genes, which is in agreement with many studies showing that regulators of RNA splicing undergo feedback regulation (62). Altogether, the transcriptome analysis suggests that the regulation of alternative splicing is an active process, involving both silencers and enhancers to allow the fine tuning of transcriptome diversity and abundance.

Based on a transient expression system we identified that five SR proteins are putative intron splicing silencers of *HSFA2*, an essential factor for thermotolerance (Figure 2C) (16). We focused on the two proteins that make up the plant-specific RS2Z clade. A tobacco RS2Z gene is involved in plant immunity (63), while in rice mutation in *OsRS2Z38* results in changes in alternative splicing under cold stress (64). Expression of RS2Z35 and RS2Z36, either transiently in protoplasts or in transgenic plants, results in splicing inhibition of *HSFA2* (Figure 2C, F). Only the double *rs2z35 36* but not the single mutants show enhanced intron splicing (Figure 3B), suggesting that they act as splicing silencers of intron 2 of *HSFA2* in a redundant manner. The two proteins share high protein sequence homology in the RRM and ZnK regions. RS2Z proteins are distinct from the other members of the SR protein family due to the presence of the two ZnKs (57), which are apparently essential for the function of the two proteins as splicing silencers, likely contributing to RNA binding (Figure 2D). A previous study in Arabidopsis showed that AtRS2Z33 interacts with other SRSFs and plays a putative role in spliceosome assembly (65). We assume that the other SRSFs that affect *HSFA2* splicing can also be part of or affect the activity of the spliceosome complex.

iCLIP2 analysis revealed nearly 50 000 binding sites for each protein with an approximate overlap of 30% (Figure 5A). This overlap in binding sites is markedly lower than the 75% overlap of bound RNAs, suggesting that the two RS2Z proteins bind to different sites on the same RNAs. Similar to human SRSF proteins (66), RS2Z35 and RS2Z36 bind to both exonic and intronic regions (Figure 5C). The binding of the proteins to RNAs is highly variable in terms of the number of sites per RNA and sequence diversity (Figure 5D). More than 50% of the HS-sensitive DAS genes identified in WT plants are identified by iCLIP and 25% of them showed a significant alteration in splicing profile in at least one of the mutant lines under HS (Figure 5E–G). These results demonstrate that the two RS2Z proteins have a central role in regulation of HS-sensitive alternative splicing.

A high number of genes are DAS in the double but not the single mutants (Figure 4B). This result indicates a possible functional redundancy between the two proteins, but a cooperation between the two paralogs can be assumed as well. Based on iCLIP2 analysis, both proteins can bind to their own but also the others’ mRNAs, and expression of RS2Z35 in transgenic lines results in the endogenous transcript levels of *RS2Z35* and *RS2Z36* (Figure 2E). All these results suggest a complex auto- and cross-regulation scheme between the two RS2Z proteins that likely fine-tunes the activity of the factors by regulating their expression.

While the two proteins repressed splicing of intron 2 of *HSFA2* (Figure 3B), the single and double mutant lines showed both enhanced and reduced splicing in other genes, suggesting that they act both as splicing silencers and enhancers (Figure 4D, E). We assume that this bidirectional regulatory function is dependent on the target RNA and the binding site. Notably, the function of the two proteins as enhancers or silencers is opposite under control and HS conditions in many cases, suggesting that their activity is dependent on interactions with other RNA binding proteins that are involved in splicing which are yet to be found.

Both proteins bind to exons with higher frequency than introns (Figure 5C) and the purine-rich motif GGAG is enriched in the 5′ and 3′-ends of exons (Figure 5I–K). iCLIP2 analysis revealed that the presence of more than 1 motif in the window of 15 nt leads to increased binding (Supplementary Figure S10). A similar purine-rich motif, presented as GAG-repeats, is enriched in exon ends of alternatively spliced pre-mRNAs in heat-stressed *Physcomitrella patens* (12), indicating that the mechanism that controls RNA splicing under high temperatures is evolutionarily conserved and might have played a significant role in the ability of plants to adapt to and survive high temperatures. Purine-rich GAAG repeats serve as binding sites for AtSCL33 (67) and might be a general binding site for many plant SRSFs. Furthermore, the human SRSF7, which contains a single ZnK, also binds to a purine-rich motif (59).

We have previously shown that alternative splicing of intron 2 of *HSFA2* is important for the synthesis of the HSFA2-I isoform that is involved in ATT (16). The *rs2z35 36* mutant that produces less *HSFA2-I* transcripts shows reduced ATT, similar to an *hsfa2* mutant (Figure 3H). However, the single *rs2z* mutants are more sensitive as well, although they do not exhibit any alteration in *HSFA2* splicing, suggesting HSFA2-independent regulation of stress response and thermotolerance. This is supported further by the reduced thermotolerance of the single and double mutants in BTT treatments in which HSFA2 plays no significant role (Figure 3G-I).

RS2Z35 is constitutively expressed while RS2Z36 is HS induced in an HSF-dependent manner, indicating a regulatory feedback mechanism between splicing and transcription (27). The *rs2z35* mutant is sensitive to 1 and 2 hours of HS while *rs2z36* to 2 and 4 hours of stress, which in combination with the fact that the former is constitutively expressed and the latter stress-induced suggests differing temporal dynamics during HS response (Figure 3H, I). RS2Z35 is likely to be involved in the initial, rapid response, while RS2Z36 becomes relevant at longer HS durations, likely contributing to later stages of the stress response, by enabling sustained adaptation processes. The increased sensitivity of *rs2z35* mutants to a mild HS treatment, a condition at which the suppression of the master regulator HSFA1a does not cause any significant effect on thermotolerance (Figure 3H, I), further highlights the importance of the HS-sensitive regulation of RNA splicing.

In summary, our results on the functional relevance of RS2Z35 and RS2Z36 proteins shed light on the crucial role these proteins play in maintaining the homeostasis of RNA splicing under HS. The distinct temporal sensitivity of these proteins to HS, with RS2Z35 being involved in the early response and RS2Z36 in later stages, underscores their importance in different phases of the stress response. The bidirectional role of these proteins, acting as both silencers and enhancers of splicing, further demonstrates their critical function in RNA splicing regulation. This versatility allows for a more refined response to HS, ensuring that the plant can both rapidly react to immediate stress and adapt to prolonged stress conditions. The conservation of the purine-rich RNA-binding motifs across different plant species emphasizes the putative evolutionary importance of these proteins in plant survival under high-temperature conditions, highlighting a direct link between RNA splicing regulation and the ability of a plant to adapt to and survive environmental stresses. We conclude that the HS response and RNA splicing overlap but also work independently to orchestrate the transcriptome landscape to establish thermotolerance as exemplified by the activity of HSFs and RS2Z proteins.

## Supplementary Material

gkae730_Supplemental_Files

## Data Availability

The RNA-Seq and iCLIP2 data generated in this study have been deposited at the NCBI Gene Expression Omnibus (GEO, www.ncbi.nlm.nih.gov/geo/) under the SuperSeries GSE262552. Additional data related to this paper may be requested from the authors.

# Supplementary material for: A plant-specific clade of serine/arginine-rich proteins regulates RNA splicing homeostasis and thermotolerance in tomato
**Source:** Nucleic Acids Res. 2024 Aug 24;52(19):11466–80. doi: 10.1093/nar/gkae730
**Supplement:** gkae730_Supplemental_Files

## SUPPLEMENTARY DATA

### Supplementary Tables

**Supplementary Table S1.** List of oligonucleotides

### Supplementary Datasets

**Supplementary Dataset S1.** List of alternative splicing events in leaves of wild type plants under control and heat stress conditions.

**Supplementary Dataset S2.** List of differentially expressed genes in leaves of wild type plants under control and heat stress conditions.

**Supplementary Dataset S3.** Gene ontology term of DEG and DAS genes wild type plants under control and heat stress conditions.

**Supplementary Dataset S4.** List of alternative splicing events differentially regulated in in leaves of single and double *rs2z* mutants compared to wild type plants under control and heat stress conditions.

**Supplementary Dataset S5.** Differentially expressed genes in tomato leaves of single and double *rs2z* mutant lines compared to wild type under control and heat stress conditions.

**Supplementary Dataset S6.** Binding sites of RS2Z35 and RS2Z36 on RNA of heat-stressed tomato leaves.

**Supplementary Dataset S7.** List of tomato genes with RS2Z35 and RS2Z36 binding sites

**Supplementary Dataset S8.** List of nucleotide motifs identified by de novo motif search for RS2Z35 and RS2Z36 binding sites.

**Supplementary Dataset S9.** Binding sites of RS2Z35 and RS2Z36 on RNA of heat-stressed tomato leaves and occurrence of GGAG, CUCC, UUUU and AAAA motifs.

## Supplementary Figures

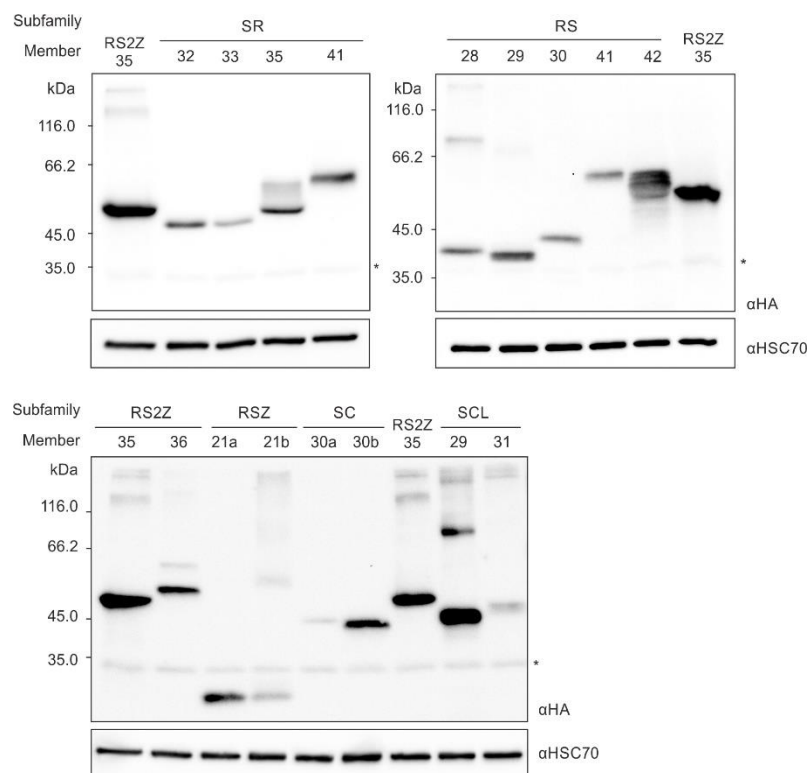

**Supplementary Figure S1.** Immunoblot analysis of HA-tagged SR proteins expressed in tomato mesophyll protoplasts. RS2Z35 is shown in all immunoblots for comparison. HSC70 is shown as loading control. The blots are Supplementary to Fig. 2c.

|        |     |                                                    |     |
|--------|-----|----------------------------------------------------|-----|
| RS2Z35 | 1   | MPRYDDRYG-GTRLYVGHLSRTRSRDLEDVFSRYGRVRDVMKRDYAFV   | 49  |
| RS2Z36 | 1   | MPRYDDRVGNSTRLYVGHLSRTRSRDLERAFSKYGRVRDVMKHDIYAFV  | 50  |
| RS2Z35 | 50  | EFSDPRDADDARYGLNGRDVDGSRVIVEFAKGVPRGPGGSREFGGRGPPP | 99  |
| RS2Z36 | 51  | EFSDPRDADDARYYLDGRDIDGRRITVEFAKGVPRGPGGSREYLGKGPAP | 100 |
| RS2Z35 | 100 | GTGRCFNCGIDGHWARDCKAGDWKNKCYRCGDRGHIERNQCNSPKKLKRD | 149 |
| RS2Z36 | 101 | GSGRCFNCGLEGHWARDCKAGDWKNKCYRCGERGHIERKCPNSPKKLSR- | 149 |
| RS2Z35 | 150 | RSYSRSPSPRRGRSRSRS----RSYSRGRSYSRSRS-PVKRDR--SIERE | 192 |
| RS2Z36 | 150 | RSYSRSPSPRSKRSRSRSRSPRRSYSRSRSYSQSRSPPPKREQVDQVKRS | 199 |
| RS2Z35 | 193 | EKRSRSPRHHRSSP-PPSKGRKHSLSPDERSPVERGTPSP--RDDRATNG | 239 |
| RS2Z36 | 200 | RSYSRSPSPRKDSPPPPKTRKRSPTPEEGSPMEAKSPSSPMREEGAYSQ  | 249 |
| RS2Z35 | 240 | SDRSRS-----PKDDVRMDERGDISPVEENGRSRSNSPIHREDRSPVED  | 283 |
| RS2Z36 | 250 | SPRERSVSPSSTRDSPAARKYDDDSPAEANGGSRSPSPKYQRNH---ED  | 296 |
| RS2Z35 | 284 | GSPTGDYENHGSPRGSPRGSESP                            | 306 |
| RS2Z36 | 297 | DEDEGEFRN---QRSGRESQSP                             | 315 |

■ RNA recognition motif (RRM)   ■ Zinc knuckle (ZnK)   ■ RS-rich region

**Supplementary Figure S2.** Alignment of the protein sequence of RS2Z35 and RS2Z36. Red color indicates the RRM, yellow the ZnKs and blue the RS-rich region. This figure is Supplementary to Fig. 2d.

## RS2Z35

WT:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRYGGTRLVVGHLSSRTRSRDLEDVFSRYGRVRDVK  
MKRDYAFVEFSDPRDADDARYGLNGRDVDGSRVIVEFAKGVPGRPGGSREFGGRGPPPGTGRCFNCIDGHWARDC  
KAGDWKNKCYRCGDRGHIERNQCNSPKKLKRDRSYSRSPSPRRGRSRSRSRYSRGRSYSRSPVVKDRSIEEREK  
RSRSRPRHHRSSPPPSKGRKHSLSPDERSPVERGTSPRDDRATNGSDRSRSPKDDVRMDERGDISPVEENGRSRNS  
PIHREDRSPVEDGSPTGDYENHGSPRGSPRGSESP

ΔRRM:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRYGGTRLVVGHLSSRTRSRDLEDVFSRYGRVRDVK  
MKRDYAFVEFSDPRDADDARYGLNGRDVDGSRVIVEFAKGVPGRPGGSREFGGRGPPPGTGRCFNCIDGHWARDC  
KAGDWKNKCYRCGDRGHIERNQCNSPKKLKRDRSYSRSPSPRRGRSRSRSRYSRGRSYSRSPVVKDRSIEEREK  
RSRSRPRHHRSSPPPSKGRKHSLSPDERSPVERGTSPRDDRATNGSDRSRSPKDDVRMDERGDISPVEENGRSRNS  
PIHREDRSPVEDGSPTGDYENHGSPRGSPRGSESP

ΔZnk:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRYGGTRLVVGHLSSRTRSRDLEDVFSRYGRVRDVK  
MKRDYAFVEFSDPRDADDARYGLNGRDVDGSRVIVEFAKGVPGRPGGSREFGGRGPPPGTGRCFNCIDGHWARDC  
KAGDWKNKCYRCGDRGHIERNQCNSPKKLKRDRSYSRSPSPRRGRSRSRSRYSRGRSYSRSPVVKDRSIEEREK  
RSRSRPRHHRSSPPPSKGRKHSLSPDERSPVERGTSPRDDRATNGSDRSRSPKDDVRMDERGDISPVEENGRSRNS  
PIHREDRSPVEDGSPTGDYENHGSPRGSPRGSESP

ΔRS:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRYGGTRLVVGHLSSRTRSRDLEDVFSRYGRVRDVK  
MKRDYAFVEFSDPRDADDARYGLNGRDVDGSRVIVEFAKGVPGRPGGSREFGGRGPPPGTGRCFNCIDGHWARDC  
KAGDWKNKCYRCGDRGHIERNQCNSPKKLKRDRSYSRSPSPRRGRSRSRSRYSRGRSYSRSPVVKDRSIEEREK  
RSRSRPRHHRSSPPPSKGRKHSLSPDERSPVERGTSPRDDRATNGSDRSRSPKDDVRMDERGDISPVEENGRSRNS  
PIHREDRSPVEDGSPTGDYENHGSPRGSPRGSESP

## RS2Z36

WT:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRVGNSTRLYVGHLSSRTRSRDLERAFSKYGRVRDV  
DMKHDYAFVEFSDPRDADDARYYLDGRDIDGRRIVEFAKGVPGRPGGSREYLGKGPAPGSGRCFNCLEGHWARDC  
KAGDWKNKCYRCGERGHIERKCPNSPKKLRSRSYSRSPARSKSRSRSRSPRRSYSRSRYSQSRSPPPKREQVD  
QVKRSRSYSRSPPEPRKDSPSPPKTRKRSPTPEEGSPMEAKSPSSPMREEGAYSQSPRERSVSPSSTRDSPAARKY  
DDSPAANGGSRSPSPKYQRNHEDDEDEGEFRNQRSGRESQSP

ΔRRM:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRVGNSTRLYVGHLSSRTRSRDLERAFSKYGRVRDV  
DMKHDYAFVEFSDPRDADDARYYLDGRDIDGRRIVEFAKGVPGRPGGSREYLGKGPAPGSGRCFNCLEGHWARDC  
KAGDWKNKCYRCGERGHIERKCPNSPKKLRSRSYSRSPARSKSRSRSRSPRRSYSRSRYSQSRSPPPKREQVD  
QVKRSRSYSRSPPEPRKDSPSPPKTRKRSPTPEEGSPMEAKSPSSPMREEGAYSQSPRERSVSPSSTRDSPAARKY  
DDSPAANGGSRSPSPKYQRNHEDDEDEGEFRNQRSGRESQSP

ΔZnk:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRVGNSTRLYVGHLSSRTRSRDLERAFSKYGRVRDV  
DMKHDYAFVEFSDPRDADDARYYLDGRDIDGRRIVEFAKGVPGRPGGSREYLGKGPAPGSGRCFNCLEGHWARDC  
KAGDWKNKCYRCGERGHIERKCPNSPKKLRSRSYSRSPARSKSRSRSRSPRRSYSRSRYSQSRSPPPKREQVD  
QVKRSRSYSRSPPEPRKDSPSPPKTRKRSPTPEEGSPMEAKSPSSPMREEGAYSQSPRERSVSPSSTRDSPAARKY  
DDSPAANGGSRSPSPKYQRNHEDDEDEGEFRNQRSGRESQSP

ΔRS:

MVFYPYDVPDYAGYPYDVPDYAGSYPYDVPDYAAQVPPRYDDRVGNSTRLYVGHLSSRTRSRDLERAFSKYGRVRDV  
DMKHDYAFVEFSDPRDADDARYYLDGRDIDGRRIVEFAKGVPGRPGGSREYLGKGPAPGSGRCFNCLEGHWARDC  
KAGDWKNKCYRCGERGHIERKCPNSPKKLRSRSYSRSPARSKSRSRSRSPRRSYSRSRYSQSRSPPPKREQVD  
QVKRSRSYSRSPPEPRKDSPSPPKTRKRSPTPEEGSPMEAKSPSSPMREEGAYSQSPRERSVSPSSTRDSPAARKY  
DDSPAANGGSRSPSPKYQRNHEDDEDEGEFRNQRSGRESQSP

RRM, Znk, RS domain (max length), RS domain (max percentage) 3xHA tag and linker sequence

**Supplementary Figure S3.** Sequences of deletion mutants. This figure is Supplementary to Fig. 2d. Red color indicates the RRM, yellow the ZnKs and blue the C-terminal with the RS-rich region shown underlined. The underlined N-terminal region indicated the 3xHA tag.

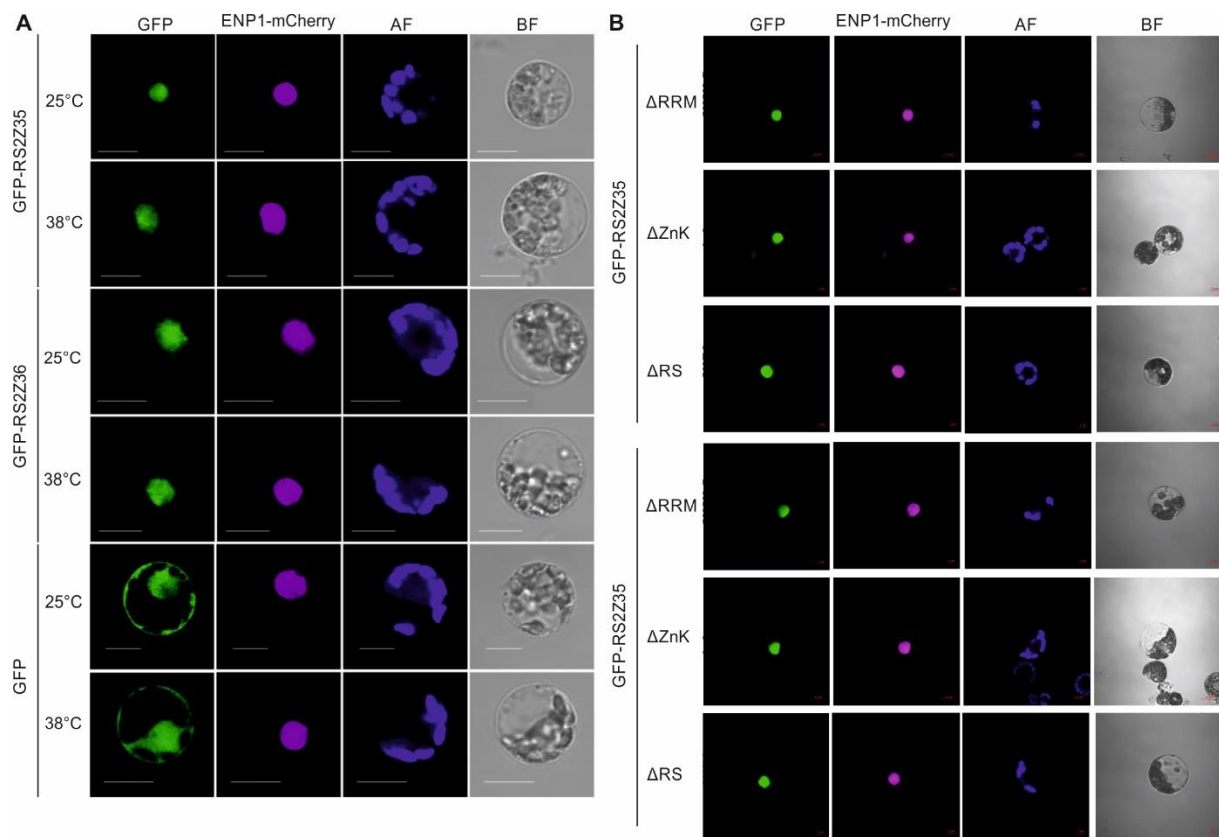

**Supplementary Figure S4.** Localization of GFP-tagged RS2Z35 and RS2Z36 domain deletion mutants in tomato protoplasts. Plasmids coding for the respective wild type (A) or mutant (B) RS2Z genes were co-transformed with plasmid expressing the nuclear marker ENP1-mCherry. A plasmid carrying an expression cassette of GFP alone was used as control (A). Protoplasts expressing GFP or the wild type proteins were either kept at 25°C or exposed for 1 hour to 38°C. Images were taken by a confocal laser scanning microscope. AF: autofluorescence; BF: Bright field.

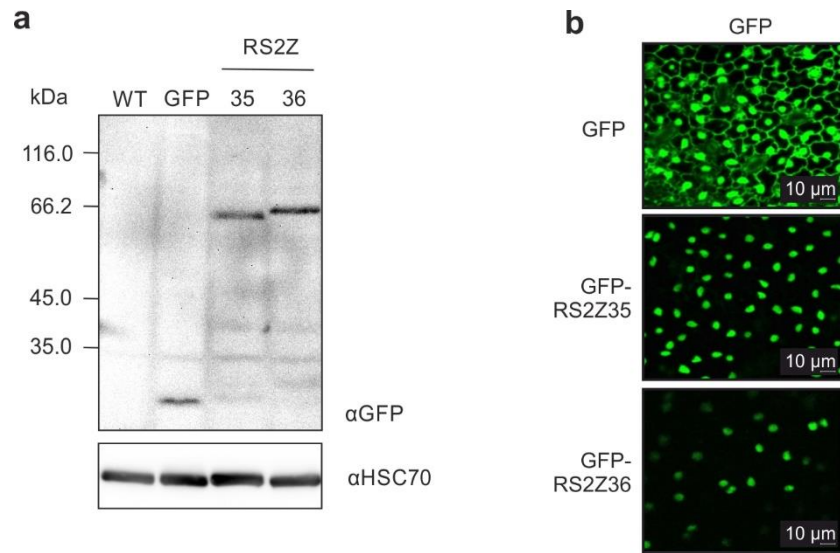

**Supplementary Figure S5.** Expression of GFP and GFP-RS2Z35, GFP-RS2Z36 constructs in leaves of transgenic tomato plants. (a) Immunoblot analysis of GFP and GFP-RS2Z proteins in the respective transgenic lines or WT plants. HSC70 is shown as loading control. (b) Localization of GFP or GFP-RS2Z proteins in cells of the adaxial site of leaves in the corresponding transgenic lines based on confocal laser scanning microscopy based on the GFP signal.

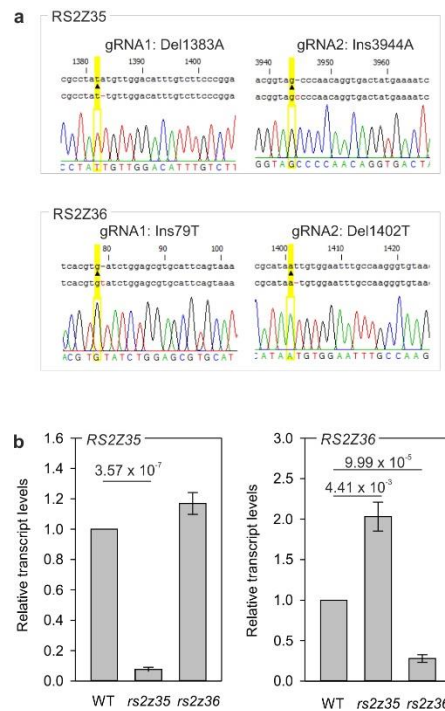

**Supplementary Figure S6. CRISPR-Cas9 mutation of RS2Z genes.** (a) Sequence of mutations in RS2Z35 and RS2Z36 genes. The position of the mutation is indicated in relation to the start nucleotide of the gene (based on ITAG4.0 annotation). The electropherograms showing the Sanger sequencing analysis was done in T3 generation in T-DNA free plants, carrying RS2Z homozygous mutations. (b) Relative transcript levels of *RS2Z35* and *RS2Z36* genes in the two RS2Z mutants compared to WT based on qRT-PCR. Error bars indicate standard deviation from 3 independent biological replicated. P-values are indicated on top, and correspond to pairwise t-test analysis. EF1a was used a reference gene for normalization. This is Supplementary to Figure 3.

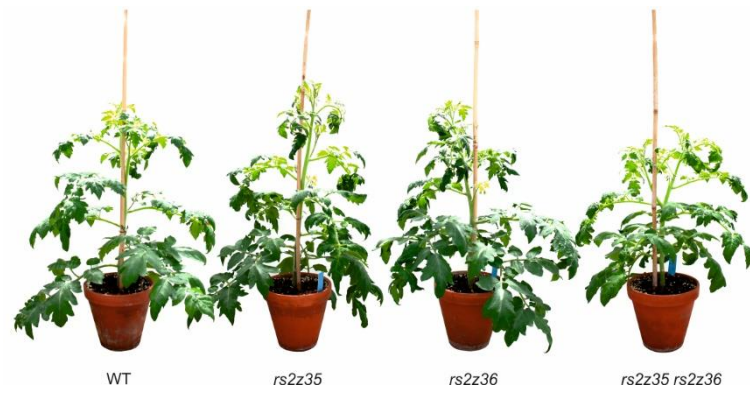

**Supplementary Figure S7.** Approximately 12-week old wild type, single and double *rs2z* mutants grown in the greenhouse (25°C / 16 h light (120  $\mu$ S light intensity on the canopy) / 22°C / 8 h dark).

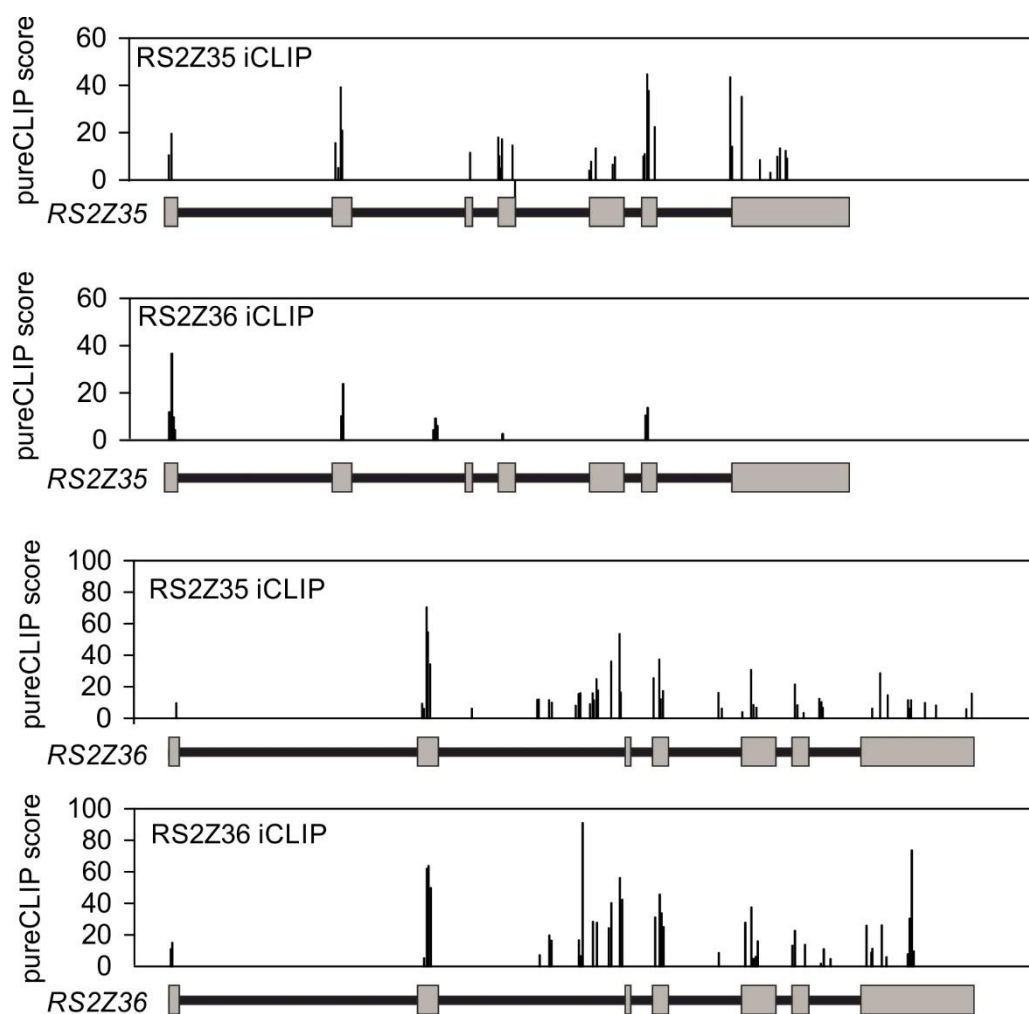

**Supplementary Figure S8.** Binding sites of RS2Z35 and RS2Z36 on the two genes. For each gene the exon/intron structure is indicated below. Y-scales show the PureCLIP score for each binding site.

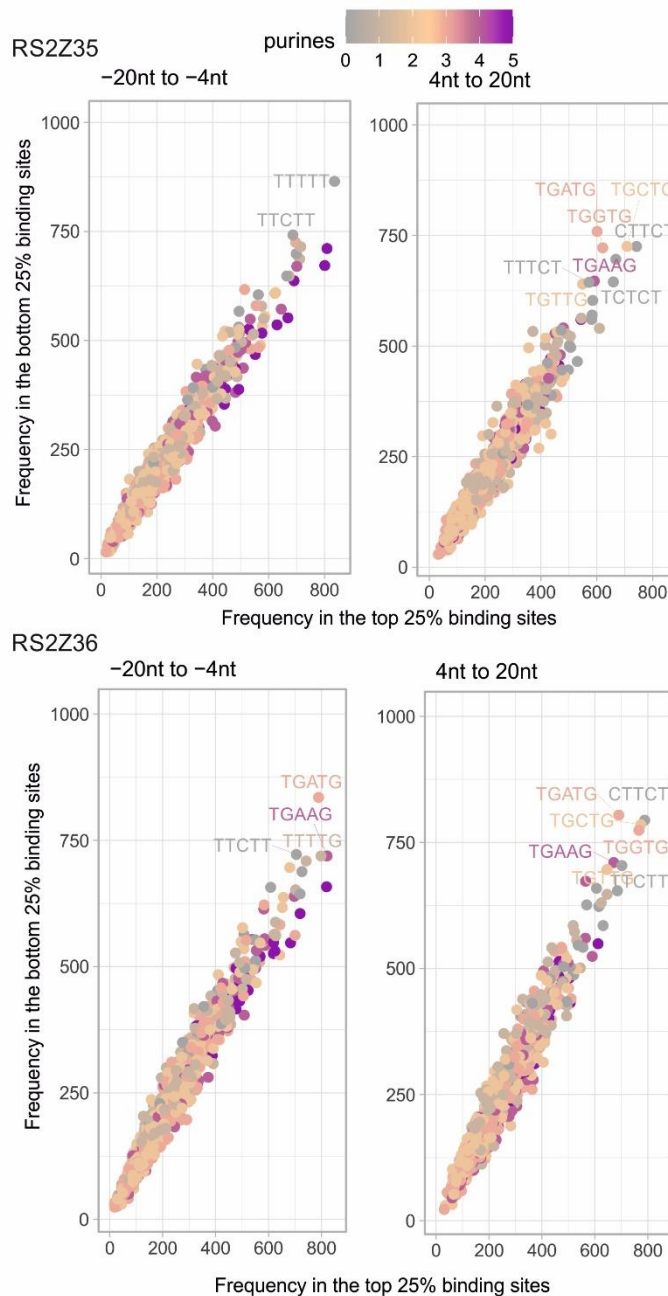

**Supplementary Figure S9.** Plots of all pentamers in a 17-nt window upstream (left, -20 nt to -4 nt) or downstream (right, 4 nt to 20 nt) of the top 25% and bottom 25% binding sites (based on the PureCLIP score as a proxy for binding site strength). The color of indicates the number of purines in the pentamers. This is Supplementary to Fig. 5i.

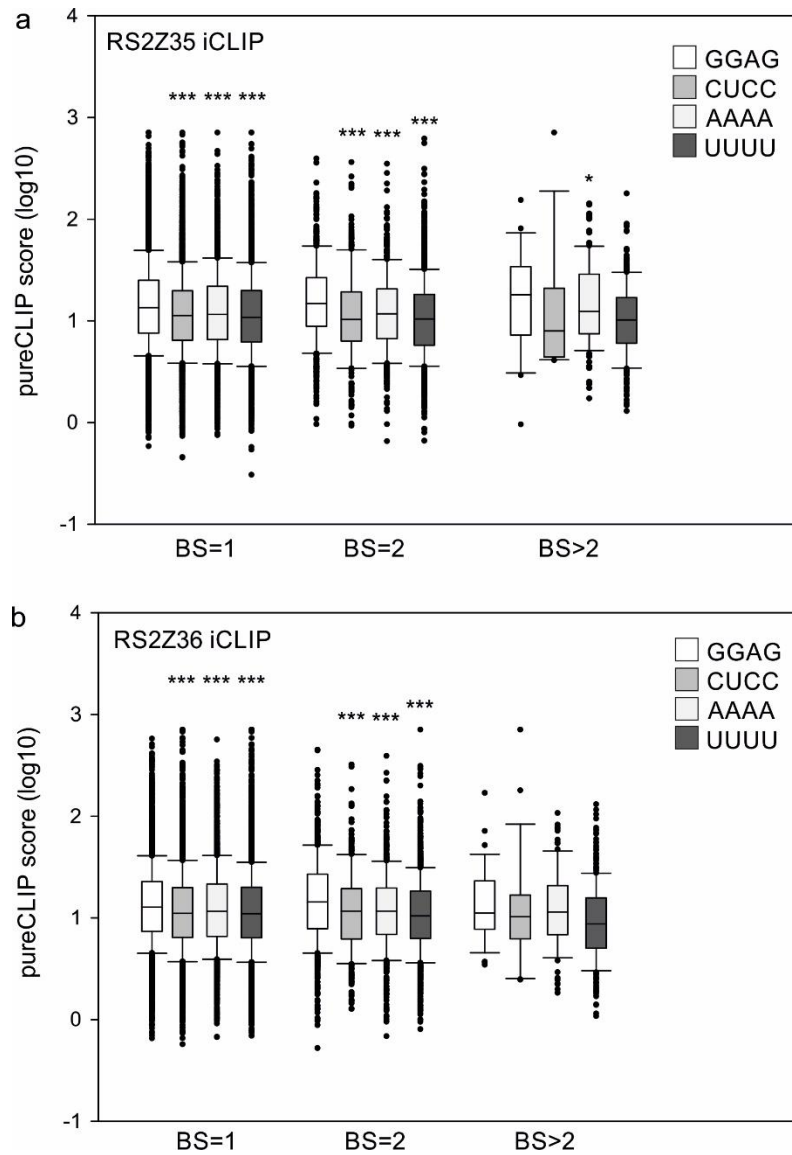

**Supplementary Figure S10.** Binding strength of RS2Z35 and RS2Z36 in presence of one, two or at least three GGAG motifs within a 15 nucleotide window. Binding strength is shown as pureCLIP score (log10). CUCC, AAAA and UUUU are shown as controls. Raw values can be found in Supplementary Dataset 9. Asterisks indicate statistically significant difference between one of control motifs and GGAG, based on ANOVA and Duncan's Multiple Range tests (\*  $p < 0.05$ ; \*\*\*  $p < 0.001$ ).

**Supplemental Table S1.** List of oligonucleotides

| <b>pRT-GFP-RS2Z</b>                               |                                |                                                            |
|---------------------------------------------------|--------------------------------|------------------------------------------------------------|
| <b>Target</b>                                     | <b>Forward (F)/Reverse (R)</b> | <b>Sequence (5' -&gt; 3')</b>                              |
| NcoI-GFP-Acc65I amplification                     | F                              | TGGCCACCATGGGTAAAGGAG                                      |
|                                                   | R                              | TCATGGTACCCGATCTAGTTCATC                                   |
| <b>pRT-PHSP21.5-GFP-HSFA2-minigene</b>            |                                |                                                            |
| PHSP21.5 fragment                                 | F                              | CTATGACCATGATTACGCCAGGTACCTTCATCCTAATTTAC                  |
|                                                   | R                              | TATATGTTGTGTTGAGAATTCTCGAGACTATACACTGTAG                   |
| Linearisation of pRT-PCaMV35S::GFP-HSFA2-minigene | F                              | AATTCTCAACACAACATATACAAAAC                                 |
|                                                   | R                              | GGCGTAATCATGGTCATAGC                                       |
| <b>pICSL002208-RS2Z35- RNA1-2</b>                 |                                |                                                            |
| sgRNA1-2                                          | F                              | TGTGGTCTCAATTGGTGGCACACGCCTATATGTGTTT TAGAGCTAGAAATAGCAAG  |
|                                                   | R                              | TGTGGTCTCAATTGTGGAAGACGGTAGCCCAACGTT TAGAGCTAGAAATAGCAAG   |
| <b>pICSL002208-RS2Z36- RNA1-2</b>                 |                                |                                                            |
| sgRNA1-2                                          | F                              | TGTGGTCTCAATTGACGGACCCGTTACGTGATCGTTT TAGAGCTAGAAATAGCAAG  |
|                                                   | R                              | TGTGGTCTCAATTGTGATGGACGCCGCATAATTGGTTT TAGAGCTAGAAATAGCAAG |
| <b>pICH86966-P35S-GFP</b>                         |                                |                                                            |
| GFP Fragment 1                                    | F                              | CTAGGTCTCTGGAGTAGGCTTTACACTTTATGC                          |
|                                                   | R                              | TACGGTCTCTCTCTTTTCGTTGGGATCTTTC                            |
| GFP Fragment 2                                    | F                              | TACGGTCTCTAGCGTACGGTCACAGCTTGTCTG                          |
|                                                   | R                              | ACAGGTCTCAAGAGGGACCACATGGTCCTT                             |
| <b>pICH86966-P35S-GFP-RS2Z</b>                    |                                |                                                            |
| GFP-RS2Z fragment                                 | F                              | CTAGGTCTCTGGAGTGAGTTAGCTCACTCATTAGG                        |
|                                                   | R                              | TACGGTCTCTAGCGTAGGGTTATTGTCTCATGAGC                        |
| <b>pRT-CaMV35S-HA-RS2Z deletion mutants</b>       |                                |                                                            |

|                                               |                      |                                                               |
|-----------------------------------------------|----------------------|---------------------------------------------------------------|
| pRT-HA-<br>RS2Z36ΔRRM                         | F                    | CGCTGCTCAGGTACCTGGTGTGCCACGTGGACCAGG<br>CG                    |
|                                               | R                    | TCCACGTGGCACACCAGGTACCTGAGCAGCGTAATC<br>T GG                  |
| pRT-HA-<br>RS2Z36ΔZnK                         | F                    | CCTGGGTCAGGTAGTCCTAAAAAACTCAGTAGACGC<br>AG                    |
|                                               | R                    | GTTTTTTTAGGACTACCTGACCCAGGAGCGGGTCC                           |
| pRT-HA-<br>RS2Z36ΔRS                          | F                    | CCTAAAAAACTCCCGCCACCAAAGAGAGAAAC                              |
|                                               | R                    | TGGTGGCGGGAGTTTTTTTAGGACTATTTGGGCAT                           |
| pRT-HA-<br>RS2Z35ΔRRM                         | F                    | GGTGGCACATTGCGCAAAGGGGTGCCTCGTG                               |
|                                               | R                    | CTTTGGCGAATGTGCCACCATACCTGTC                                  |
| pRT-35S-<br>3HARS2Z35Δ<br>Znk                 | F                    | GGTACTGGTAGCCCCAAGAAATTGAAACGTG                               |
|                                               | R                    | TCTTGGGGCTGTCTCCTCCAGGTACTGGT                                 |
| Oligonucleotides used for cloning (continued) |                      |                                                               |
| pRT-HA-<br>RS2Z35ΔRS                          | F                    | GAAACGTGACCCTGTGAAGAGGGACCGTAG                                |
|                                               | R                    | CTTCACAGG GTCACGTTTCAATTTCTTG                                 |
| <b>CRISPR/Cas9 constructs</b>                 |                      |                                                               |
| RS2Z35                                        | sgRNA1               | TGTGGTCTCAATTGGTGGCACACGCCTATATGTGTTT<br>TAGAGCTAGAAATAGCAAG  |
|                                               | sgRNA2               | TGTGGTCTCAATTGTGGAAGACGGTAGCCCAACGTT<br>T TAGAGCTAGAAATAGCAAG |
|                                               | tracrRNA<br>sequence | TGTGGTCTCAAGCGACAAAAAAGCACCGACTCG                             |
| RS2Z36                                        | sgRNA1               | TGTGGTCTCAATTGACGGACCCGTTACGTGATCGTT<br>TTAGAGCTAGAAATAGCAAG  |
|                                               | sgRNA2               | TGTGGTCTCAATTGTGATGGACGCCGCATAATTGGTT<br>TTAGAGCTAGAAATAGCAAG |

Oligonucleotides used for genotyping

| Target                             | Forward<br>(F)/Reverse (R) | Sequence (5' -> 3')  |
|------------------------------------|----------------------------|----------------------|
| <b>Genotyping of mutant plants</b> |                            |                      |
| CAS9                               | F                          | CTTCGACCTGGCCGAAGATG |
|                                    | R                          | CGTATTTGACCTTGGTGAGC |
|                                    | F                          | CGGGAAGATGCGCTATCATG |

|                                        |   |                                  |
|----------------------------------------|---|----------------------------------|
| Genomic RS2Z35                         | R | ATAGAACACAGCATGTGCAAGG           |
|                                        | R | CGACTAGTGTGTCTCATCTC             |
| Genomic RS2Z36                         | F | ATGCCTCGTTATGATGATCGT            |
|                                        | R | TCACTGCAAATTCATCAGAGG            |
|                                        | R | AATGCTAGACCCTAAGGAACC            |
|                                        | F | AAGCACGACTATGCCTTCGT             |
| <b>Genotyping of transgenic plants</b> |   |                                  |
| GFP                                    | F | ATGGGTAAAGGAGAAGAAC              |
|                                        | R | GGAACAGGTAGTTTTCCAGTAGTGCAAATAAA |

Oligonucleotides used for RT-PCR and qRT-PCR

| Target                                                   | Forward (F)/Reverse (R) | Sequence (5' -> 3')      |
|----------------------------------------------------------|-------------------------|--------------------------|
| <b>RT-PCR</b>                                            |                         |                          |
| HSFA2 (endogenous)                                       | F                       | AGGCCGGATTCTGTTGTGAC     |
|                                                          | R                       | GAGACCGCCTCAAAGCTTCCTG   |
| HSFA2 (GFP-minigene)                                     | F                       | GAGTTTGTAACAGCTGCTG      |
|                                                          | R                       | GAGACCGCCTCAAAGCTTCCTG   |
| <b>qRT-PCR</b>                                           |                         |                          |
| EF1 $\alpha$                                             | F                       | TGATCAAGCCTGGTATGGTTGT   |
|                                                          | R                       | CTGGGTCATCCTTGGAGTT      |
| RS2Z35 (protein-coding)                                  | F                       | GCGGTATGATGACAGGTATGG    |
|                                                          | R                       | CCACATCACGTACTCTCCCA     |
| RS2Z35 (endogenous)                                      | F                       | TATCTCATCCTTGCACCTTGTGAT |
|                                                          | R                       | ATAGAACACAGCATGTGCAAGG   |
| Oligonucleotides used for RT-PCR and qRT-PCR (continued) |                         |                          |
| RS2Z36 (protein-coding)                                  | F                       | AATAGCACTCGTCTCTATGTG    |
|                                                          | R                       | GGATCACTAAATTCTACGAAGG   |
| RS2Z36 (endogenous)                                      | F                       | TGCAGTGCTTGGTATTTGATG    |
|                                                          | R                       | TCACTGCAAATTCATCAGAGG    |
| Hsp17.7A-CI                                              | F                       | ATGGAGAGAAGCAGCGGTAA     |
|                                                          | R                       | ATGTCAATGGCCTTCACCTC     |

|       |   |                      |
|-------|---|----------------------|
| HSFA2 | F | TTCCACCACATTGTTGCCTA |
|       | R | GCAAGCACCAGATCCTTGTT |

How the deposited data were processed for this re-analysis (not part of the article)

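RNA-seq was analysed for 24 libraries from excised leaves of tomato plants, 3 for each of 4 genotypes (WT, rs2z35, rs2z36 and rs2z35 36) under control conditions (25°C, 1 h) and HS (40°C, 1 h). The authors deposited a count of reads per gene for each library. According to the paper, polyadenylated RNA was made into non-directional libraries and sequenced from both ends, reads were mapped with STAR to the SL4.0 genome with the ITAG4.0 annotation, and reads per coding gene were counted with htseq-count. The authors adjusted the counts of the HS libraries with ComBat-Seq before they deposited them, and the paper's text does not name the batch variable. Each library lists 34075 genes and 0 rows that name no gene. The genotype, condition and replicate number of every library were taken from the sample labels, whose terms the paper also uses.

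The total count per library ranged from 18692423 to 22517273 in control (median 20060405.5) and from 16853134 to 23929283 in HS (median 18349062.5). Replicate libraries differed by more than sampling noise in every pair, with a chi-square per degree of freedom between 4.58 and 27.0, so that all were counted as separate replicates. A value above sampling noise does not by itself show that the plants were independent. The lowest value was that of WT control replicates 1 and 2, against 16.5 and 15.9 for these libraries with replicate 3. The HS libraries concentrate 13.3% ± 0.919 (SD, n = 12) of their counts in 10 genes, against 5.00% ± 0.296 (SD, n = 12) in control, and TMM factors over all 24 libraries were between 1.24 and 1.33 in control and between 0.74 and 0.85 in HS.

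From the deposited counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3: genes with a read sum of at least 10 over the libraries of a fit, TMM scaling, the quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. Genes with an absolute log2FC above 1 and an adjusted p-value below 0.01 were called. The authors used the same thresholds on log2FC shrunken with apeglm in DESeq2; the log2FC values here are not shrunken. WT HS was compared with WT control on the 6 WT libraries, and each mutant with WT on the 12 libraries of a condition. An interaction (the change of a mutant against WT in HS minus that in control) was fitted on all 24 libraries, and for rs2z35 36 a departure from the sum of the changes of the single mutants was fitted on the 12 libraries of each condition. A standard error is the log2FC divided by the square root of the F statistic. For plots of spread, log2 CPM used a prior count of 2. These tests, their thresholds, most alternatives and the rule for naming genes were chosen before the data were examined.

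Alternatives were DESeq2 1.42.0 without shrinkage and with apeglm 1.24.0, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, the replicate number as a block, all 24 libraries in a single fit, only the 6 libraries of the groups compared, and leaving out each library in turn. Added after the data were seen were DESeq2 with apeglm on all 24 libraries, total counts as library size for the WT comparison, and control counts from which a share of the HS profile had been subtracted. For the last, the share was estimated per control library on strongly HS-induced genes: 66 genes with at least 500 CPM in HS and at least 64-fold over control were divided into 2 alternating lists, and the median of control level over HS level of the 10 genes with the lowest ratio in each list gave the share for the genes of the other list.

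The genes named are RS2Z35, RS2Z36 and HSFA2; the 3 largest increases and decreases in WT HS without overlap between groups and with a mean of at least 10 CPM; the 2 largest changes per mutant comparison without overlap and with a mean of at least 1 CPM; genes called in all 3 mutants under both conditions; the 2 smallest adjusted p-values of each interaction and each departure from additivity; and the 3 heat shock proteins with the highest level in WT HS. The values of Supplementary Datasets 2 and 5 had been seen when this rule was written. With 3 libraries against 3, chance alone leaves the groups of 10.0% of genes without overlap. Of the called genes, 12, 41 and 37 in control and 7, 32 and 43 in HS (rs2z35, rs2z36, rs2z35 36) met the rule for overlap and level. Hsp17.7A-CI and EF1a, which the rule also lists, were not tied to a gene number and were not analysed here. Supplementary Dataset 2 was used in part, 1999 of 24583 rows, so that a test of whole gene families was not run and overlaps with splicing events were not computed.

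The steps were tested on simulated counts with the means and library sizes of the real libraries, in which 200 genes changed by a log2FC of 2. The WT comparison recovered 98% of these genes over 22484 genes with 0 false calls, the comparison of rs2z35 with WT 95.5% in control over 23336 genes with 1 false call and 97% in HS over 22949 genes with 0, the interaction of rs2z35 85.5% over 24420 genes with 0, and the departure from additivity in control 88% over 23335 genes with 0. The estimated share of the HS profile correlated with the simulated share over 12 libraries with r = 0.997. In that simulation the HS-induced genes had no control counts apart from the share. It therefore does not test whether a control level of their own is taken for a share.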

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

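Of the tests below, the splits fitted with the replicate block, the subtraction of a share of the HS profile, the comparison of HS-induced genes with all genes within a library and the comparison of the share with library size were chosen only after the result was seen.

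The change of a mutant against WT differed between HS and control (interaction in edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.01 and absolute log2FC above 1) for 3 genes in rs2z35, 26 in rs2z36 and 10 in rs2z35 36, of 24583 tested. Of these, 3, 25 and 8 were negative, which means a lower mutant to WT ratio in HS than in control. The paper compares the mutants with WT within each condition and does not report this contrast. Among 40 splits of the same libraries for each mutant, the real one included, 1 split gave as many genes in each case, the real one; the largest other split gave 1 gene for rs2z35, 11 for rs2z36 and 3 for rs2z35 36. With the replicate number as a block in every fit, edgeR called 1, 18 and 4 genes on the real split, and of 30 splits for each mutant, the real one included, 2, 1 and 1 gave as many, with 1, 12 and 2 genes in the largest other split. The real split alone gave the most genes for rs2z36 and rs2z35 36 with and without the block, and for rs2z35 only without it. The splits mix mutant and WT libraries within a condition, which removes any difference from WT and can widen the spread within groups. They therefore test for any difference from WT, and they do not exclude chance for the interaction itself. The counts depend on single libraries. Without a library they ranged from 0 to 3 for rs2z35, from 12 to 35 for rs2z36 and from 1 to 7 for rs2z35 36. For rs2z35 the edgeR count was 0 without WT control replicate 3 (1673 genes at an unadjusted p under 0.05) or WT HS replicate 1 (1585 genes), and 1 without any other library except rs2z35 control replicate 1 and rs2z35 HS replicate 2; DESeq2 called 42 genes on all libraries. For rs2z36 it was 13 without WT control replicate 2 or WT HS replicate 1, 14 without WT control replicate 3, rs2z36 control replicate 1 or rs2z36 HS replicate 2, and 12 without WT HS replicate 3 or rs2z36 HS replicate 1. For rs2z35 36 each library left out except WT control replicate 1 lowered it to between 1 and 5. With the block, Solyc08g062340 lost its call in rs2z35 (-1.15). With DESeq2's size factors in edgeR there were 2, 24 and 9, and the same call was lost (-1.16).

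The genes with the smallest adjusted p-values were these. Solyc07g064560, described as an AT hook motif protein, had an interaction log2FC of -2.08 in rs2z35 (adjusted p = 0.00165, edgeR) and -2.05 in rs2z35 36 (adjusted p = 0.00222, edgeR). It stood at 8.90 ± 1.51 CPM in WT control, 38.5 ± 3.77 in rs2z35 control and 34.9 ± 6.07 in rs2z35 36 control, against 26.3 ± 3.67 CPM in WT HS, 26.8 ± 4.71 in rs2z35 HS and 24.8 ± 5.69 in rs2z35 36 HS (SD, n = 3 each). In rs2z35 it lost its call without WT control replicate 3 (-1.95) or WT HS replicate 1 (-2.01). Solyc08g062340, described as a 17.9 kDa class II heat shock protein, had -1.15 in rs2z35 (adjusted p = 0.00612, edgeR) and -1.50 in rs2z36 (adjusted p = 0.000256, edgeR). In rs2z35 this call held without rs2z35 control replicate 1 or rs2z35 HS replicate 2 and was lost in the other 10 of 12 fits with a library left out, in which the log2FC lay between -1.21 and -1.08. Solyc08g062437, with the same description, had -1.70 in rs2z36 (adjusted p = 0.00041, edgeR). Solyc06g036290, described as heat shock protein 90, had -1.25 in rs2z35 36 (adjusted p = 0.00222, edgeR), and lost its call without WT control replicate 2 (-1.21) or WT HS replicate 3 (-1.22). Solyc08g062340 stood at 6.38 ± 0.182 CPM in WT control and 17.3 ± 3.03 CPM in rs2z36 control, and at 6297 ± 436 and 6020 ± 381 CPM in HS (SD, n = 3 each), so the interaction comes from its control level. Reads of the 2 class II genes are uncertain where the copies share sequence.

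Most interaction calls are genes with at least 64-fold higher levels in HS, 2 of 3 in rs2z35, 22 of 26 in rs2z36 and 6 of 10 in rs2z35 36, and all of these are negative. Scaling is argued against as the source of their higher levels in the mutant control libraries, since a scaling factor moves all genes of a library alike. The median log2 level of 96 HS-induced genes, each set against its mean over the 12 control libraries, minus that of 18221 genes with at least 1 CPM, was at least -0.004 in the mutant control libraries and at most -0.48 in the WT ones, a gap of 0.476. Library size is argued against, since a fixed amount of HS reads per library would make the share times the total count alike, but this product in the lowest mutant control library was 1.49 times that in the highest WT one, with 4 of the 9 mutant control libraries smaller than every WT one. What stays open is a small share of the HS profile in the control libraries that is larger in the mutants. HS-induced genes that were not called were also higher in the mutant control libraries, with a median log2 ratio to WT of 0.45 in rs2z35, 0.68 in rs2z36 and 0.401 in rs2z35 36. After subtracting the share from each control library, 0 of 26 HS-induced calls of the control comparisons were kept. The interactions called 1 gene in each mutant by edgeR, so the HS-induced interaction calls may come from that share. With 22 of 26 calls HS-induced in rs2z36 and 6 of 10 in rs2z35 36, some interaction calls that are not HS-induced were lost too. The loss of interaction calls is therefore not specific to HS-induced genes. The subtraction leaves few counts in such genes, which also makes them harder to call. Whether the share is HS RNA that reached control libraries or a weak heat response of the mutant leaves at 25°C was not tested, and the design holds no library that would separate these. Solyc07g064560 is not among the genes with 64-fold induction, and no explanation was tested for it.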

How the results depend on the processing

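Chosen only after the results were seen were DESeq2 with apeglm on all 24 libraries, total counts as library size, the subtraction of the HS share from control libraries, and the test of realigned replicate numbers.

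The 5689 DEGs of WT HS stayed within 1.5 times under DESeq2, DESeq2's size factors in edgeR, both other filters, the replicate block, the fit of all 24 libraries and each library left out (5085 to 5563). Scaling by total counts gave 9418, with a median log2FC of -0.79 against -0.028 with TMM. The TMM factors over all 24 libraries were 1.28 to 1.30 in WT control and 0.75 to 0.80 in WT HS. Leaving such factors out lowers the log2FC of all genes alike. The reversal of RS2Z35 in WT HS to -0.47 under total counts follows this common shift and is not specific to that gene.

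The DEG counts of the mutants changed with the tool, with the libraries in the fit and with the replicate block given below. In the order rs2z35, rs2z36 and rs2z35 36, edgeR called 12, 44 and 41 genes in control and 7, 33 and 44 in HS. DESeq2 without shrinkage called 82, 109 and 147 in control and 18, 75 and 105 in HS, and DESeq2 with apeglm 62, 90 and 125 in control and 17, 64 and 96 in HS. With all 24 libraries in a single fit, edgeR called 33, 77 and 94 in control, and DESeq2 with apeglm 50, 85 and 118 in control and 12, 66 and 98 in HS. With only the 6 libraries compared, edgeR called 7 for rs2z35 and 9 for rs2z36 in control, and 21 for rs2z36 and 27 for rs2z35 36 in HS. The union of 131 genes became 218 with all 24 libraries in a single fit, 358 with DESeq2, 310 with apeglm and 292 with apeglm on all 24 libraries. The cause of these differences was not tested. DESeq2's size factors, no filter and filterByExpr kept each of these 6 counts and the union within 1.5 times.

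The interactions called 42, 43 and 31 genes with DESeq2, and 31 for rs2z35 and 28 for rs2z35 36 with apeglm, against 3, 26 and 10 with edgeR. The departure of rs2z35 36 from additivity, 7 genes in control and 3 in HS, became 12 and 5 without a filter on low counts, 62 and 60 with DESeq2 and 55 and 53 with apeglm. The cause was not tested.

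The deviations of libraries with the same replicate number from their group means correlated between -0.37 and 0.47 in control (18 pairs, 7 above 0.1) and between -0.58 and -0.06 in HS (18 pairs, 0 above 0.1, median -0.33), so the libraries were not treated as pairs. In HS, libraries with different numbers had a median of 0.16. The mean square of the number over the residual mean square was 0.00111 in HS, and of 100 alignments of the numbers within genotypes 1 was as low, the real one (lowest other 0.172). In control it was 0.843, and 59 of 100 alignments were as low. This is consistent with an effect of the replicate number having been removed from the HS counts before deposit, and the paper's text does not name the batch variable. A fit without the block then counts residual degrees of freedom that the removal has used, so its HS p-values may be too small. With the replicate block, edgeR called 9 genes for rs2z36 and 9 for rs2z35 36 in HS instead of 33 and 44, 1 and 4 for the interactions of rs2z35 and rs2z35 36, 84 for the union, and 0 for the departure from additivity in HS, where 1699 genes had an unadjusted p under 0.05. The other counts stayed within 1.5 times.

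With the HS share subtracted from control libraries, edgeR called 17 genes for rs2z36 in control and 1 gene for each of the 3 interactions, and the percent of mutant DEG calls higher in the mutant, control, went from 78.4 to 67.2. With only the 6 libraries compared this percent was 66.7. HSFA2, which was not a DEG in any mutant in control, changed sign after the subtraction to -0.25 in rs2z35, -0.11 in rs2z36 and -0.017 in rs2z35 36.

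Leaving out a library gave 3 to 7 genes for rs2z35, 7 to 54 for rs2z36 and 16 to 28 for rs2z35 36 in control, and 4 to 7, 7 to 17 and 17 to 28 in HS. The interactions ranged from 0 to 3, from 12 to 35 and from 1 to 7, the departures from additivity from 2 to 7 in control and from 1 to 5 in HS, and the union from 81 to 137. Fewer samples lower the counts by construction, and the rise to 54 without rs2z36 control replicate 3 goes against that. The percent of higher calls ranged from 60.5 to 81.9 in control, lowest without WT control replicate 1, and from 50.0 to 66.1 in HS, lowest without WT HS replicate 1 or 3. HSFA2 in rs2z35 control, with log2FC 0.022, ranged from -0.095 to 0.19, and RS2Z36 in rs2z35 HS, with log2FC 0.057, from -0.0081 to 0.12, neither being called.

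Each named gene was followed through its comparisons. Of 55 such results, all kept direction and side of the threshold under DESeq2 with and without apeglm, and 54 under each of DESeq2's size factors, no filter and filterByExpr. The replicate block kept 50, with 5 below the threshold. Of the results that a setting covers, only the 6 libraries compared kept 29, with 4 below the threshold, subtracting the HS share kept 16, with 5 below the threshold and 3 reversed, and total counts kept 10, with 1 below the threshold and 1 reversed. Both fits of all 24 libraries kept 45 of 45. Over the fits that left out a library, 343 kept both, 43 fell below the threshold and 4 changed sign among values that were not called. Called pairs of neighbouring genes in rs2z36 HS, 3 pairs within 10 tested genes, passed the threshold only when pairs within 3 tested genes were counted, also 3. All of them are pairs among Solyc08g005670, Solyc08g005677 and Solyc08g005680. Depth limits the genes near the floor: the calls of Solyc07g019430 and Solyc10g008665, with at most 5 counts in any WT library of their condition, were lost without any of their 6 libraries. The set test of gene families with camera and its alternative fry were not run.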

Differences from the paper's values

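For rs2z35 in control, Supplementary Dataset 5 lists the paper's 51 DEGs, against 12 here. Of the alternatives set before the data were examined, DESeq2 with apeglm (62) lies within 1.5 times of the paper's number. DESeq2 without shrinkage (82), the fit of all 24 libraries (33), both other filters, DESeq2's size factors in edgeR, the replicate block, only the 6 libraries compared and each library left out do not.

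For rs2z36 in control the paper's number is 85, against 44 here. The fit of all 24 libraries (77), DESeq2 (109) and DESeq2 with apeglm (90), set before the data were examined, lie within 1.5 times, and the others do not. For rs2z35 36 in control the paper's number is 118, against 41 here; all 24 libraries (94), DESeq2 (147) and apeglm (125) lie within 1.5 times, and the others do not.

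For rs2z35 in HS the paper's number is 14, against 7 here. DESeq2 (18) and DESeq2 with apeglm (17), set before the data were examined, lie within 1.5 times, and the others do not, all 24 libraries in a single fit (7) included. For rs2z36 in HS the paper's number is 67, against 33 here, and for rs2z35 36 in HS it is 98, against 44 here. All 24 libraries in a single fit (48 and 66), DESeq2 (75 and 105) and apeglm (64 and 96) lie within 1.5 times, and the others do not.

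The number of DEGs over all mutants and conditions is 272 in the paper's text and 295 different genes in the paper's Supplementary Dataset 5, against 131 here. For both, all 24 libraries in a single fit (218), DESeq2 (358) and apeglm (310), set before the data were examined, lie within 1.5 times, and the others do not.

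The calls can also be compared gene by gene. The paper's list holds 433 calls over the 6 comparisons. The edgeR test made 181 calls, shared 164 with the paper and did not make 269 of the paper's. DESeq2 with apeglm on the libraries of a condition shared 375 and dropped 58. DESeq2 with apeglm on all 24 libraries in a single fit, which was chosen after seeing the values, called 50, 85 and 118 genes in control and 12, 66 and 98 in HS, shared 426 of the paper's 433 calls, dropped 7 and added 3. Its union of 292 genes holds 290 of the paper's 295 genes and drops 5. The WT comparison, which does not differ (the paper's 5605 against 5689), gave 5615 genes with this setting. On the WT libraries alone, DESeq2 without shrinkage gave 5603 and DESeq2 with apeglm 5452.

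On direction, the paper describes the numbers of induced and reduced genes in HS as alike. Here 63.1% of the calls in HS were higher in the mutants, and the paper's own list gives 58.7%. In control the values were 78.4% here and 82.7% in the paper's list, both in the direction the paper states.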

Other observations

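Of the tests below, those on the subtracted share, the neighbouring terpene genes, the linked segments, the shared WT libraries and the HS-induced genes in HS libraries were chosen only after the results were seen.

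Each comparison of 3 libraries against 3 allows 10 splits of its libraries, so the share of splits with a result as large cannot fall under 0.1 and chance cannot be excluded by this count alone. In each of the 7 comparisons, WT HS and the 3 mutants in control and HS, 1 of the 10 splits gave as many DEGs, the real one. The largest other split called 3 genes for rs2z35 in HS, 2 for rs2z35 36 in HS and 0 for the other 5 by edgeR.

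Genes induced at least 64-fold by HS were higher in the control libraries of all 3 mutants than in WT control. Of 96 such genes with at least 100 CPM in HS, chosen on the mutant libraries, 22 were called in a mutant in control. The other 74 were higher than WT in 70 cases in rs2z35, 72 in rs2z36 and 71 in rs2z35 36, with median log2 ratios of 0.45, 0.68 and 0.401. The share of the HS profile in a control library was estimated from the genes with the lowest control to HS ratio. It was 0.103% ± 0.012 in WT, 0.213% ± 0.0352 in rs2z35, 0.247% ± 0.0595 in rs2z36 and 0.190% ± 0.0136 in rs2z35 36 (SD, n = 3 each). The 9 mutant libraries lay 0.113 percentage points above the 3 WT libraries on average, and 9 of 9 were above each WT library (two-sided exact permutation test over 220 splits, p = 0.0045, the smallest p it allows). Subtracting the share kept 0 of 26 HS-induced calls and 61 of 71 other calls. The share was estimated on HS-induced genes and its subtraction leaves them few counts, so they are harder to call by construction. Their lost calls alone do not show that the share explains them. A mixture of HS RNA into control libraries and a weak heat response of mutant leaves at 25°C both predict these values, so a common share of the HS profile is a candidate explanation for 26 of the 97 control calls, and its source was not tested.

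In the HS libraries the same 96 genes were slightly lower in the mutants, by a mean log2 difference of -0.102 with TMM, -0.101 with DESeq2's size factors and -0.051 with total counts, so the sign does not come from the scaling. An exact permutation test over 220 splits gave p = 0.28 with TMM, 0.32 with DESeq2's size factors and 0.27 with total counts. Of the 9 mutant libraries, 4 lay below every WT library with TMM, 4 with DESeq2's size factors and 6 with total counts. Chance is therefore not excluded with any of these scalings.

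Solyc08g005670, Solyc08g005677 and Solyc08g005680, which lie within 4 listed genes in the order of gene numbers and were chosen after their values were seen, are near 0 in rs2z36 but not in rs2z35 36. Solyc08g005677 stood at 41.0 ± 10.3 CPM in WT control, 44.0 ± 6.75 in rs2z35, 0.204 ± 0.163 in rs2z36 and 19.5 ± 7.14 in rs2z35 36 (SD, n = 3 each), and at 25.4 ± 2.94, 27.6 ± 6.41, 0.354 ± 0.0526 and 10.2 ± 4.72 CPM in HS. Supplementary Dataset 5 lists the 3 genes as lower in rs2z36 under both conditions, and the paper's text does not name them. The test of rs2z35 36 against the sum of the single mutants gave a log2 departure of 5.33 for Solyc08g005670 (adjusted p = 0.000454, edgeR) and 6.48 for Solyc08g005677 (adjusted p = 0.000454, edgeR), which were 6.31 and 7.26 without rs2z36 control replicate 1. Loss of RS2Z36 alone is argued against, since the genotype that carries both mutations has at least 13.7 times the rs2z36 level in each of the 3 genes and both conditions. Reads moving to neighbouring genes are argued against, since the 21 genes within 10 listed genes on either side gained 3.62% in control and 6.37% in HS of the CPM that the 3 genes lost in rs2z36; copies elsewhere in the genome stay open. Solyc08g005710, described as terpene synthase 41 and likewise chosen after its values were seen, had a log2FC of -1.38 in rs2z36 control (adjusted p = 0.00503, edgeR) and -1.003 in rs2z36 HS, and of -0.69 and -1.18 in rs2z35 36. The difference between these genotypes was not tested for it. A change of this chromosome segment in the rs2z36 line that is not fixed in rs2z35 36 may explain the levels. Called genes of rs2z36 lie closer together than permuted calls (adjusted p = 0.0012), but these genes are themselves among the pairs, so a segment change and an effect that needs intact RS2Z35 cannot be told apart. No sequence of the lines was analysed here.

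Position was counted as pairs of called genes at most 10 tested genes apart in the order of gene numbers. In rs2z36 control there were 10 pairs, against 0.806 on average in 10000 permutations (p = 2e-04, the smallest that they can give two-sided, adjusted p = 0.0012 over 6 comparisons). Of these, 2 pairs lie among HS-induced genes, 3 among the 3 terpene-pathway genes, and 3 join Solyc08g005710 to the latter. Without both groups, 22 calls held 2 pairs (Solyc04g009850 with Solyc04g009860 and Solyc07g017520 with Solyc07g017530, listed after their values were seen), against 0.196 by permutation (p = 0.03), so these groups are not the whole source. The genes of each pair share a description, an oxygenase family in the first and a Golgi complex subunit in the second. The permutation treats neighbours as independent, so it does not separate a linked segment from neighbouring genes that are alike. In rs2z35 36 control there were 3 pairs (adjusted p = 0.14), which leaves open whether a linked segment contributes. In rs2z36 HS there were 3 pairs (adjusted p = 0.075, and within 3 tested genes also 3 pairs, adjusted p = 0.0036, by permutation). All of these are pairs among the 3 terpene-pathway genes, so they add no evidence of clustering beyond those genes. In rs2z35 36 HS there was 1 pair and in rs2z35 0 pairs in both conditions.

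The log2FC values of the 3 mutants correlate across genes, which are not independent replicates. In control, Pearson's r over 18924 genes was 0.568 for rs2z35 and rs2z36, 0.685 for rs2z35 and rs2z35 36, and 0.693 for rs2z36 and rs2z35 36. Unchanged mutants simulated against the same WT libraries gave medians of 0.498, 0.501 and 0.497 and at most 0.53, and 0 of 100 simulations reached the observed values. The simulations drew each gene on its own. Deviations of real control libraries correlate across genes, with r from -0.41 to 0.45 between libraries of different replicate number. The simulated range may therefore be too narrow, in control and in HS. Whether the shared WT libraries alone give the observed values is not decided. In HS, r over 17844 genes was 0.611 for rs2z36 and rs2z35 36, above all simulations (at most 0.514, 0 of 100 as high). It was 0.449 and 0.346 for rs2z35 with rs2z36 and with rs2z35 36, below the simulated medians of 0.5 and 0.502 and below all simulations (at least 0.483 and 0.481, 0 of 100 as low). Over all genes these correlations are therefore no higher than the shared WT libraries give, and the simulation is not met in the other direction. The calls shared by these pairs, 2 and 6, exceed the 0 of any simulation, but come from fits without the replicate block. The HS p-values of these fits may be too small, and calls shared with the block were not counted. No conclusion is therefore drawn from this excess. The simulations were not checked for the removed effect of the replicate number in the HS counts, so they may not hold the spread of the HS libraries. The comparison of the HS correlations with the simulated ranges is limited by this. What lowers the correlations was not tested. Whether a shared effect of the mutations or of the lines raises the others was not tested.

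The departure of rs2z35 36 from the sum of the single mutants was called for 7 genes in control and 3 in HS. In control 1 of 100 splits gave as many (the largest other split gave 2 genes). In HS 3 of 100 did, but the largest other split gave 145 genes. With the replicate block edgeR called 0 genes in HS, with 1699 at an unadjusted p under 0.05, while DESeq2 without the block called 60. The splits mix all genotypes of a condition, so they test for any difference between genotypes and not for the departure alone. Neither count is therefore taken as excluding chance. In HS the departures, all of which lost their calls with the block, include Solyc03g020040, described as a type-2 proteinase inhibitor, with 1.26 (adjusted p = 0.000511, edgeR), which stood at 54.3 ± 2.64 CPM in WT, 47.9 ± 1.17 in rs2z35, 22.3 ± 0.831 in rs2z36 and 48.0 ± 2.46 in rs2z35 36 (SD, n = 3 each). Solyc12g049611 in HS had -3.32 (adjusted p = 0.0051, edgeR) and kept its call in 3 of 12 fits with a library left out; the values in the others lay between -3.39 and -3.17. The counts themselves depend on single libraries. In control, leaving out rs2z36 control replicate 2 or 3 gave 5 and 7 genes, and each of the other 10 libraries left out gave 2 to 4. In HS, leaving out any WT HS library, rs2z35 36 HS replicate 3, rs2z35 HS replicate 3 or rs2z36 HS replicate 2 or 3 gave 1, and leaving out rs2z35 HS replicate 2 gave 5. No explanation was tested for Solyc03g020040 and Solyc12g049611.

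HSFA2 was not a DEG in any mutant. Its log2FC against WT was 0.022, 0.18 and 0.15 in control and -0.24, -0.23 and -0.22 in HS for rs2z35, rs2z36 and rs2z35 36, with adjusted p-values of 0.635 to 0.775 in HS (edgeR). In rs2z35 control it changed sign without WT control replicate 1 (-0.027), WT control replicate 3 (-0.082) or rs2z35 control replicate 2 (-0.095). From qRT-PCR (Supplementary Figure S6B), the paper states that RS2Z35 is increased in rs2z36 while RS2Z36 in rs2z35 is similar to WT, whereas the RNA-seq libraries are a separate measurement. In the sequenced leaves, RS2Z35 in rs2z36 had a log2FC of 0.078 in control and 0.13 in HS (adjusted p = 0.675 and 0.524, edgeR), and RS2Z36 in rs2z35 had 0.39 and 0.057 (adjusted p = 0.151 and 0.889, edgeR).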
